# Transposable elements drive the evolution of metazoan zinc finger genes

**DOI:** 10.1101/gr.277966.123

**Published:** 2023-08

**Authors:** Jonathan N. Wells, Ni-Chen Chang, John McCormick, Caitlyn Coleman, Nathalie Ramos, Bozhou Jin, Cédric Feschotte

## Abstract

Cys2-His2 zinc finger genes (ZNFs) form the largest family of transcription factors in metazoans. ZNF evolution is highly dynamic and characterized by the rapid expansion and contraction of numerous subfamilies across the animal phylogeny. The forces and mechanisms underlying rapid ZNF evolution remain poorly understood, but there is growing evidence that, in tetrapods, the targeting and repression of lineage-specific transposable elements (TEs) plays a critical role in the evolution of the Krüppel-associated box ZNF (KZNF) subfamily. Currently, it is unknown whether this function and coevolutionary relationship is unique to KZNFs or is a broader feature of metazoan ZNFs. Here, we present evidence that genomic conflict with TEs has been a central driver of the diversification of ZNFs in animals. Sampling from 3221 genome assemblies, we show that the copy number of retroelements correlates with that of ZNFs across at least 750 million years of metazoan evolution. Using computational predictions, we show that ZNFs preferentially bind TEs in diverse animal species. We further investigate the largest ZNF subfamily found in cyprinid fish, which is characterized by a conserved sequence we dubbed the fish N-terminal zinc finger–associated (FiNZ) domain. Zebrafish possess approximately 700 FiNZ-ZNFs, many of which are evolving adaptively under positive selection. Like mammalian KZNFs, most zebrafish FiNZ-ZNFs are expressed at the onset of zygotic genome activation, and blocking their translation using morpholinos during early embryogenesis results in derepression of transcriptionally active TEs. Together, these data suggest that ZNF diversification has been intimately connected to TE expansion throughout animal evolution.

The Cys2-His2 zinc finger (ZNF) is a short nucleic acid binding domain widespread in eukaryotes. ZNFs are often arranged in tandemly repeated arrays, resulting in proteins with versatile nucleic acid binding ability (Wolfe et al. 2000; Klug 2010; Najafabadi et al. 2017). In metazoans, tandem-repeat ZNF genes have undergone lineage-specific expansions in gene copy number, as well as an increase in the diversity of DNA sequences that they recognize (Emerson and Thomas 2009; Najafabadi et al. 2017; Heger et al. 2020). Many ZNF proteins contain accessory domains that modulate chromatin states and transcription activity, such as the repressive Krüppel-associated box (KRAB) (Bellefroid et al. 1991). Thus, ZNFs represent the largest and most dynamically evolving transcription factor family in metazoans.

The abundance and diversity of C2H2 ZNF genes are a hallmark feature of metazoan genomes (Najafabadi et al. 2017; Heger et al. 2020), and in species whose genomes have been sequenced, ZNF gene copy number spans three orders of magnitude, from fewer than ten in many nematodes to hundreds, if not thousands, in some vertebrates, arthropods, and mollusks (Goodstadt et al. 2007; Albertin et al. 2015; Panfilio et al. 2019). Furthermore, they are frequently lineage-specific; for example, a survey of three great ape species and rhesus macaque found that ∼10% (213 out of 2253) of predicted KRAB-ZNFs (KZNFs) were species-specific, including seven from humans and 145 from orangutangs (Nowick et al. 2011). This rapid evolution contrasts with most other transcription factors, which are deeply conserved across metazoans (Degnan et al. 2009).

However, the same qualities that differentiate ZNFs from other transcription factors make them challenging to study, and consequently, there have been few attempts to produce a unified theory explaining their prevalence and recurrent expansions (Emerson and Thomas 2009; Fedotova et al. 2017). Early hints at the function of KZNFs came from work showing that deletion of the genes *TRIM28* and *SETDB1*, the H3K9 methyltransferase, led to increases in endogenous retrovirus expression in mice (Matsui et al. 2010; Rowe et al. 2010). Because TRIM28 was known to interact with the KRAB domain, this suggested that KZNFs may be involved in regulating retroelements (Thomas and Schneider 2011).

Transposable elements (TEs) are selfish genetic elements that replicate independently within their host genomes and, in most eukaryotes, comprise between 5% and 85% of the genome. Uncontrolled TE proliferation has deleterious consequences, ranging from insertional mutagenesis and genomic instability caused by ectopic recombination between TE insertions to dysregulation of gene expression stemming from the fact that many TEs carry their own promoters and regulatory sequences. Consequently, metazoans have evolved a variety of defenses to control their spread, most notably the piRNA system (Aravin et al. 2007; Czech and Hannon 2016) and the previously mentioned KZNFs (Ecco et al. 2017; Bruno et al. 2019). A hallmark of both of these defense systems is their ability to adapt to changing populations of invading TEs, which leads to selection pressure on the TEs to evade these defenses, thereby creating arms race dynamics (McLaughlin and Malik 2017).

There is growing evidence that KZNFs are engaged in such arm races with TEs (Jacobs et al. 2014; Fernandes et al. 2018; Bruno et al. 2019). KZNFs form the largest ZNF gene subfamily found in Sarcopterygii, namely, tetrapods and lobe-finned fish (Bellefroid et al. 1991; Imbeault et al. 2017). The extensive variation in KZNF copy number across species has long been appreciated (Bellefroid et al. 1991; Huntley et al. 2006), but the evolutionary forces driving this variation remained elusive until a breakthrough study showing that the number of ZNF domains in a given genome is positively correlated with retroelement copy number across a small but diverse sample of vertebrates, suggesting a coevolutionary relationship between the two (Thomas and Schneider 2011). This was bolstered by subsequent ChIP-seq experiments in humans and mice mapping the genome-wide binding of hundreds of KZNFs, which revealed that most target specific TE families (Imbeault et al. 2017; Wolf et al. 2020). Furthermore, KZNF knockouts in mice and humans lead to up-regulation of TE expression (Wolf et al. 2020; Haring et al. 2021). Mechanistic studies showed that KZNF repression of TEs is mediated via their KRAB domain, which interacts with the KAP1/TRIM28 corepressor to recruit SETDB1, among several other chromatin silencing factors (Wolf and Goff 2009; Matsui et al. 2010; Rowe et al. 2010; Ecco et al. 2017); in doing so, most KZNFs nucleate the formation of heterochromatin at their target TE loci. Together, these findings support the idea that TE proliferation drives the diversification of KZNFs.

Much less is known about the factors influencing the evolution of other ZNF families. Here, we investigate the hypothesis that interaction with TEs is a driving force underlying the molecular evolution and functional diversification of ZNF families throughout metazoans. Using a combination of comparative phylogenetics, evolutionary analyses, and in silico predictions of ZNF binding specificity, we explore the coevolutionary relationship between TEs and ZNFs in animals. We then turn our focus to a large family of ZNFs present in zebrafish, which are defined by their association with a conserved protein sequence we have termed the fish N-terminal zinc finger–associated domain (FiNZ). FiNZ-ZNF (FZNF) genes are unique to cyprinid fish and have evolved in parallel to the KZNFs found in tetrapods. Using refined gene annotations in cyprinids, we test whether these novel genes are also evolving under positive selection, consistent with ongoing arm races with TEs. Finally, by simultaneously targeting more than 400 FZNFs for knockdown during zebrafish embryogenesis, we ask whether FZNFs are capable of silencing TE expression.

## Results

### Annotation of ZNFs and TEs in metazoan genomes

We sought to estimate the number of ZNF genes in a large set of publicly available metazoan genome assemblies. Using open reading frames (ORFs) as a proxy for genes, we searched 3221 metazoan genome assemblies for ORFs containing ZNF domains. As many proteins contain small numbers of standalone ZNF domains (Supplemental Fig. 1), we set a threshold of at least five ZNF domains for inclusion in our data set in order to focus on those proteins with tandemly repeated ZNF arrays. This search revealed extensive variation across species, from fewer than 10 ORFs containing at least five ZNFs in most nematode worms to upward of a thousand in many vertebrates, mollusks, and arthropods (Fig. 1A; Supplemental Data 1, 2). Because estimates of ZNFs could be biased by genome assembly quality, we set a minimum scaffold N50 of 50 kb to filter out low-quality assemblies. To ensure that this threshold was appropriate, we calculated the correlation between our ZNF ORFs counts and scaffold N50 length (Supplemental Fig. 2A). This revealed a significant, but weak correlation of rho = 0.1, reassuring us that assembly quality was not unduly biasing our ORF counts.

**Figure 1.**
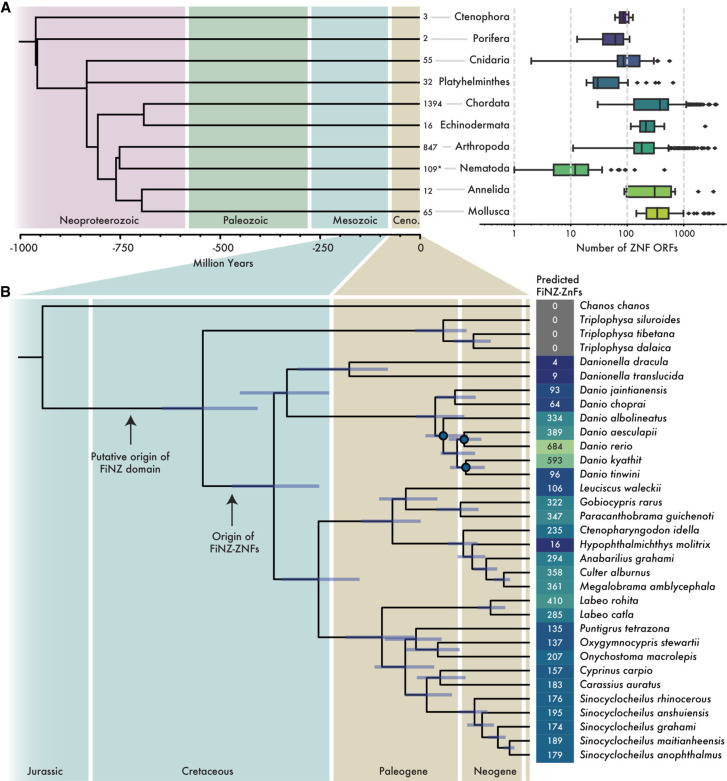
Annotation of ZNF ORFs and genes in metazoan genome assemblies. (*A*) Boxplots showing distributions of ZNF ORF counts per species in each major taxonomic phylum. *Adjacent* to boxplots are the number of representative species per phylum. (*) Number by nematodes excludes those with zero tandem repeat ZNF ORFs (defined as containing at least five repeats). Phylogeny was acquired from TimeTree5 (Kumar et al. 2022). (*B*) Maximum likelihood phylogenetic tree of Cypriniformes species with high-quality genome assemblies. Numbers represent counts of FZNF genes using improved gene annotations. Nodes marked in blue have lower than 95/95 support for Shimodaira–Hasegawa approximate likelihood ratio test/ultra-fast bootstraps, respectively.

In addition to automated counts, we performed more thorough gene annotations in cyprinid fish (Supplemental Data 2). Cyprinids, which include the widely used model organism *Danio rerio* along with many economically and culturally important carp species, are one of the most species-rich vertebrate families, with more than 1500 extant members (https://www.calacademy.org/scientists/projects/eschmeyers-catalog-of-fishes). They possess a large family of ZNF genes characterized by the presence of the FiNZ domain, a short, 28-amino-acid N-terminal sequence (Supplemental Fig. 3A). FiNZ has no significant sequence similarity to known protein domains but is highly conserved across cyprinid ZNFs and is enriched in negatively charged glutamic acid residues, a feature it shares with the KRAB domain (Bonferroni-corrected *P*-value < 0.00125 for both, relative to sequences in the SwissProt51 database) (Vacic et al. 2007). The canonical structure of FZNF genes resembles that of KZNFs, with the FiNZ domain being encoded by a single exon upstream of a second exon consisting of an array of ZNF domains (Imbeault et al. 2017).

We reannotated putative FZNF genes using a combination of BLAST (Altschul et al. 1990), HMMER (Eddy 2011), and AUGUSTUS-PPX (Keller et al. 2011; Hoff and Stanke 2018). In zebrafish, this approach yielded a total of 684 FZNF genes, a substantial increase from the number annotated in the preexisting RefSeq and Ensembl gene sets (Supplemental Fig. 3B). Almost all FZNF genes in zebrafish are located on the long arm of Chromosome 4 (Chr 4q), a region previously noted for its enrichment in TEs, ZNFs, and immunity genes, as well as a wide variety of RNA-encoding loci (Howe et al. 2013, 2016). This physical colocalization of FZNFs superficially resembles that of KZNF genes, which form large clusters of tandemly repeated genes in mammals (Tadepally et al. 2008).

Across the cyprinid family, the copy number of predicted FZNF genes varies considerably (Fig. 1B). To validate these copy number estimates, we used raw reads from four *Danio* species and compared the read coverage over FZNF genes to coverage over benchmarking universal single-copy orthologs (BUSCO) genes. In three out of four cases, there was good agreement between the two, but in the case of *Danio albolineatus*, the median read depth over FZNF genes was ∼50% greater than that of BUSCO genes, indicating that annotations provide a lower bound on copy number (Supplemental Fig. 4A). Finally, to assess whether automated ZNF ORF counts are good proxies for the number of annotated ZNF genes in a species, we compared ORF counts to those of our reannotated FZNFs, as well as independent estimates of KZNF copy number in tetrapods (Imbeault et al. 2017). In both cases, we found good agreement between the simpler ORF counts and higher-quality estimates based on gene annotations (respectively, Spearman's rho = 0.91, *P*-value = 2.6 × 10^−59^; rho = 0.97, *P*-value = 1.7 × 10^−5^) (Supplemental Fig. 4B,C).

### Correlation between ZNFs and retroelements

Early evidence for a coevolutionary relationship between TEs and ZNFs was reported by Thomas and Schneider (2011), who observed a strong correlation between ZNF and retroelement copy number in a sample of 26 vertebrate species. We sought to reproduce and expand on these results, making use of the greatly increased number of genome assemblies available today. Using the same process as for ZNF ORFs, we searched for reverse transcriptase and RNase H domains, using these as proxy for the retroelement copy number (Supplemental Data 1, 2). To address the issue of autocorrelation produced by the nonindependence of phylogenetically related species (Felsenstein 1985), we selected a single species per taxonomic family; because ZNF and TE turnover is rapid, representative species from different families have largely independent complements of both (Liu et al. 2014; Imbeault et al. 2017).

From the resulting set of 828 genomes, we examined the correlation between the estimated number of ZNFs and retroelement ORFs. This analysis revealed a significant positive correlation across all metazoans, as well as significant positive correlations across major phyla with at least 15 representative species, with the exception of nematode worms (Fig. 2A). Within smaller taxonomic groups, this relationship holds in most cases tested (Supplemental Data 1), with some notable exceptions. For example, birds have lost most KZNFs (Imbeault et al. 2017), such that the median number of ZNF ORFs in birds is a quarter that of other chordates (121 vs. 489); correspondingly, there is no correlation between ZNF and retroelement copy number. Similarly, we observe no correlation across dipteran flies, which possess a large ZNF subfamily known as ZAD-ZNFs; these have been studied in some depth in *D. melanogaster* and have diverse roles in heterochromatin organization but do not appear to specifically target TEs for silencing (Chung et al. 2007; Kasinathan et al. 2020; Baumgartner et al. 2022). Notwithstanding these exceptions, our analysis indicates that ZNF and TE copy numbers are positively correlated across the breadth of metazoans.

**Figure 2.**
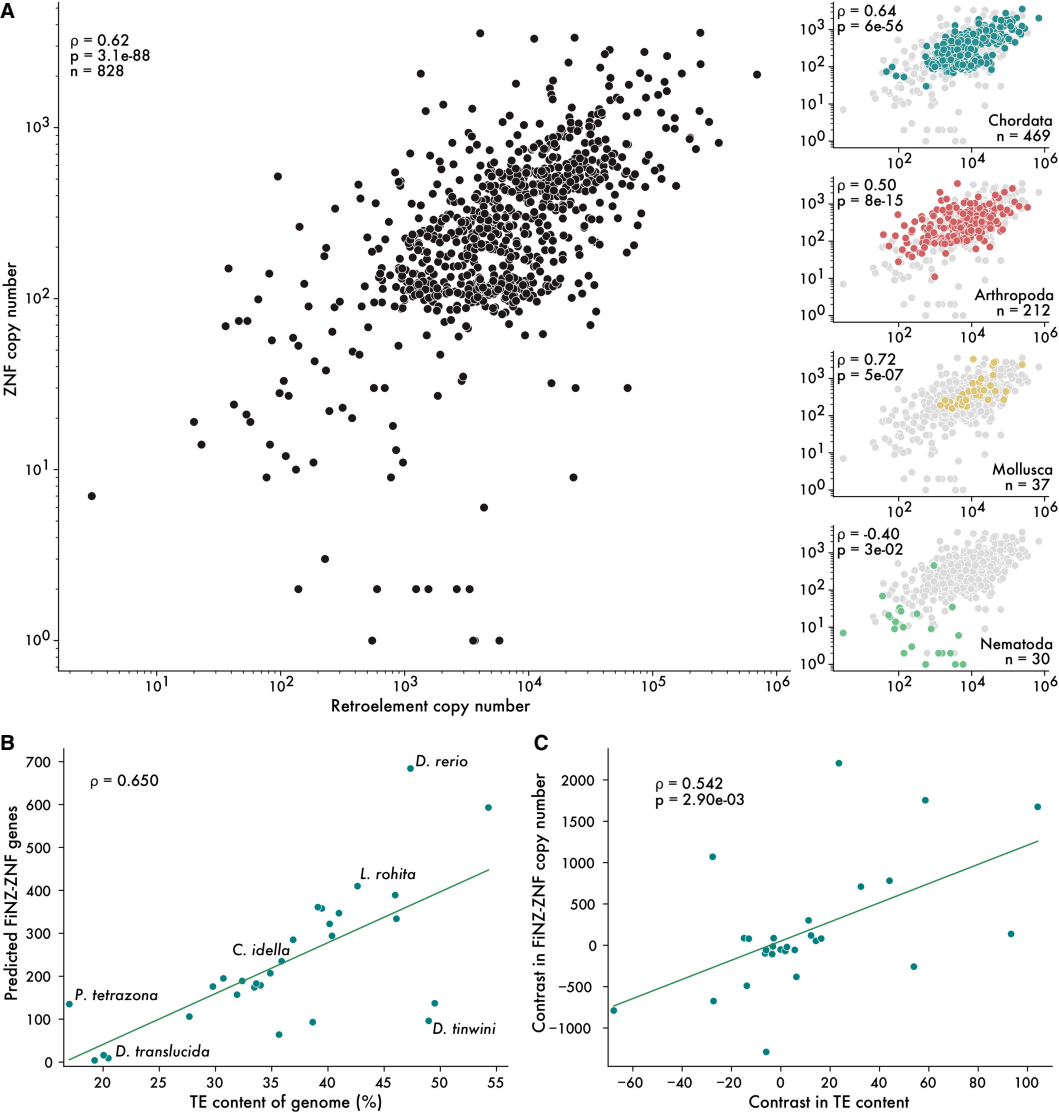
ZNF copy number correlates with genomic TE content. (*A*) Spearman's rank correlations between the estimated number of retroelement insertions and ZNF ORFs. Each point is a representative species from a taxonomic family. Subplots on the *right* show correlations for individual phyla. (*B*) Uncorrected Spearman's rank correlation between TE content and FZNF copy number in cyprinid fish. (*C*) Spearman's rank correlation on phylogenetically independent contrasts.

Using our refined gene annotations of FZNFs in cyprinids and improved, TE class-aware estimates of genomic TE content generated with dnaPipeTE (Goubert et al. 2015), we find that the correlation between ZNFs and TEs persists (Fig. 2B,C). Furthermore, we find that the relationship is not specific to ZNFs and retroelements but is also observed when considering DNA transposon content (Supplemental Fig. 5). These results suggest that the relationship between FZNFs and TEs is not unduly influenced by gene annotation quality and, moreover, applies to a broad range of TEs, not only transcriptionally active retroelements.

We considered two nonmutually exclusive explanations for the correlation between TEs and ZNFs. First, ZNFs may physically interact with TEs, as is the case with KZNFs (Ecco et al. 2017; Imbeault et al. 2017). Second, the TE content of the genome may have an enhancing effect on the rate of gene duplication, such that genomes with large TE content will tend to have larger gene families. The latter model is conceivable because TE accumulation is thought to affect rates of gene turnover via ectopic recombination in a copy number–dependent fashion (Charlesworth and Langley 1989; Jurka et al. 2004; Tollis and Boissinot 2012). One might predict that TE content would positively correlate not only with the copy number of ZNFs but also that of other expansive gene families. We therefore used olfactory receptors as a control case; olfactory receptors are membrane proteins known to turn over rapidly across species but are not expected to interact physically with TEs. In a sample of representative species from 103 mammalian families, we observed no significant correlation between counts of ZNF and olfactory receptor ORFs (Supplemental Fig. 6). Although this analysis does not rule out the possibility that TE content has an impact on the rate of gene duplication, it does imply that the effect is insufficient to explain the correlation observed between ZNFs and TEs.

### ZNFs are predicted to bind TE sequences

Hypothesizing that ZNF proteins interact with TEs through sequence-specific recognition of their DNA sequences, we sought to test whether ZNF binding motifs are enriched in TE sequences. Defining the binding specificity of individual ZNF genes experimentally is labor intensive, and the most successful efforts to date have involved large ChIP-based screens in human and mouse cell lines (Imbeault et al. 2017; Wolf et al. 2020). Stable cell lines are not available for most animal species, but computational methods have been developed to predict ZNF binding motifs directly from their protein sequence (Kaplan et al. 2005; Molparia et al. 2010; Persikov and Singh 2014; Najafabadi et al. 2015). Currently, these methods are not sufficient to predict binding specificity with a high degree of accuracy, making the design of reporter assays for ZNF binding impractical. However, we reasoned that if ZNFs preferentially bind TEs, then this preference should be statistically detectable when analyzing large numbers of genes. We therefore used the approach by Najafabadi et al. (2015) to predict DNA-binding motifs for all ZNF ORFs from seven metazoan species with curated libraries of TE consensus sequences: four species with a relatively large repertoire of poorly characterized ZNFs (octopus, zebrafish, rice weevil, and sea urchin), two positive control species known to use ZNFs to target TEs (human and mouse), and an expected negative control species, *D. melanogaster*, whose ZNFs are apparently not targeting TEs directly (Supplemental Data 3).

First, we used previously published ChIP-exo data for human KZNFs (Imbeault et al. 2017) to confirm that computationally predicted DNA-binding motifs were similar to those experimentally determined. Searching for each of 236 experimentally determined KZNF binding sites in the set of predicted binding motifs, we found that 11 (5%) produced significant matches to their predicted counterpart (*Q*-value < 0.05), compared with zero matches after shuffling the predicted motifs. Similar results have been shown by others working with mice (Wolf et al. 2020). As a second positive control, we compared the predicted binding motifs for human and mouse ZNF ORFs to libraries of their consensus TE sequences and observed a significant enrichment of predicted matches within TEs, compared with matches using shuffled motifs (Fig. 3A). This result is expected because KZNFs are known to target TEs and confirms that predicted binding sites recapitulate, at least in part, experimentally obtained motifs. For example, we were able to recapitulate human ZNF320 binding to LTR14a and ZNF483 binding to L1PA7 (Supplemental Fig. 7). These controls show that although computational prediction of ZNF binding specificity remains challenging, it is sufficient to capture a proportion of biologically relevant binding activity.

**Figure 3.**
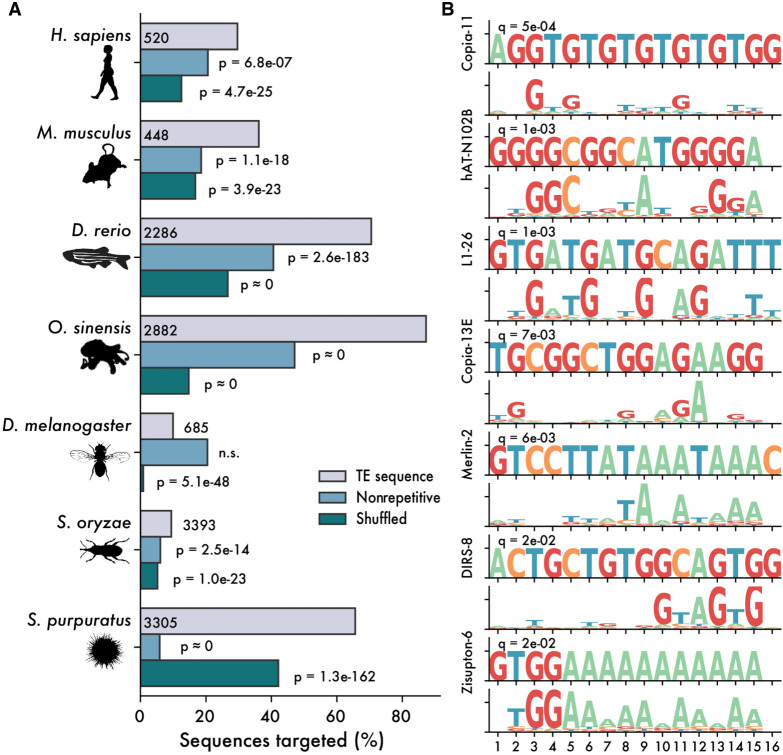
ZNFs are predicted to bind TE sequences. (*A*) Percentage of sequences matched by predicted ZNF motifs, with a *Q*-value cutoff of 0.05. Gray bars represent matches to libraries of consensus TE sequences, and blue bars represent matches in equally sized libraries of nonrepetitive genomic sequence. Green bars represent shuffled motifs, searched against consensus TE libraries. *P*-values are calculated as one-tailed binomial tests for the probability of observing at least x matches in the TE library, using binding frequency to nonrepetitive sequences or with shuffled motifs as a base probability. (*B*) Selected matches between *Danio rerio* consensus TE sequences and ZNF ORFs.

We therefore turned our attention to the four species whose ZNFs are less studied (zebrafish, octopus, rice weevil, sea urchin). For each species, we predicted binding motifs for all ZNF ORFs and then examined the frequency of these motifs in corresponding libraries of consensus TE sequences (Fig. 3A). Using a false-discovery threshold of q = 0.05, we searched for significant matches between our predicted ZNF binding motifs and TE consensus sequence and then compared them to equivalently sized libraries of nonrepetitive genomic sequence. For all four species, we observed a significant enrichment of matches to the TE sequences compared with nonrepetitive sequences (Fig. 3A). In contrast, we do not observe such enrichment for *D. melanogaster*. Rather, for that species, we found a greater percentage of nonrepetitive sequences matched by predicted ZNF binding motifs (Fig. 3A). This finding is consistent with previous functional studies of *Drosophila* ZAD-ZNFs (Kasinathan et al. 2020) and our observation that the copy number of dipteran ZNFs does not correlate with the number of TE copies (Supplemental Data 1). Notably, we also found that in all species both retroelements and DNA transposons were predicted to be targeted by ZNFs (Supplemental Data 3).

As an additional control, we repeated the analysis using shuffled motifs and found in all species that the predicted motifs bound a higher percentage of TE sequences compared with the shuffled motifs (Fig. 3A). We note, however, that shuffled motifs still recognize a substantial fraction of sequences in most species, likely because ZNFs are often predicted to bind simple sequence repeats or homopolymeric tracts that would be unaffected by shuffling (e.g., Fig. 3B). Finally, to test species specificity, we searched the *D. rerio* TE library using human ZNFs and compared these to zebrafish ZNFs. We found that zebrafish ZNFs were far more likely to target zebrafish TEs than were human ZNFs (odds ratio = 29.5, *P* ≈ 0.0, Fisher's exact test). These results suggest that the preferred binding of ZNFs to TE sequences is not unique to mammalian KZNFs but is likely a general property of many metazoan ZNF families. However, direct experimental validation of ZNF binding in non-mammalian organisms will be required before we can be confident that these predictions reflect reality.

### FZNFs are evolving under positive selection in zebrafish

TEs evolve rapidly and are under strong selection to escape repression by their hosts; many KZNF proteins are in direct competition with TE families, leading to signatures of arm races between the two (Jacobs et al. 2014; Fernandes et al. 2018; Bruno et al. 2019). One such signature is positive selection (i.e., adaptive evolution) acting on the DNA contacting residues of ZNFs, namely, those involved in TE recognition (Emerson and Thomas 2009). We therefore tested for evidence of positive selection in *D. rerio* FZNFs by comparing rates of synonymous and nonsynonymous substitution (*d*_N_/*d*_S_).

We restricted our analyses to seven clades of recently duplicated paralogs unique to *D. rerio* with a minimum of 10 members (for details, see Methods). Using PAML (Yang 2007), we performed likelihood ratio tests to compare two models of evolution for each clade: one in which the genes were evolving under purifying selection, and one in which some sites were assumed to be under positive selection (M2 vs. M2a). In four of these seven clades, the model featuring positive selection (M2a) was significantly favored (*P*-value < 0.01, likelihood ratio tests) (Supplemental Data 4). Furthermore, in two clades we found that base-contacting residues of ZNF domains were significantly enriched for values of *d*_N_/*d*_S_ > 1 (odds ratio > 2.45, *P*-value ≤ 0.05; Fisher's exact test). As an alternative to *d*_N_/*d*_S_ analyses, which are dependent on accurate gene alignments, we calculated the sequence entropy at positions in the canonical ZNF domain for each species in Figure 3. This revealed that base-contacting residues are among the most variable in sequence, with the possible exception of *D. melanogaster* (Supplemental Fig. 8). These data, combined with the enrichment of ZNF predicted binding sites in TE sequences, suggest that zebrafish ZNFs, and likely those of many other species, are evolving adaptively to target TEs.

### FZNFs are expressed in distinct waves during embryogenesis

TEs—retroelements especially—are highly active during metazoan embryogenesis, as this provides them with the opportunity to transpose in the cells giving rise to the adult germline, thus ensuring the vertical inheritance of new insertions (Haig 2016; Rodriguez-Terrones and Torres-Padilla 2018; Ansaloni et al. 2019; Chang et al. 2022). Previous work has shown that zebrafish ZNFs are expressed at the onset of zygotic genome activation (ZGA), mirroring the pattern of KZNFs in human and mice and consistent with a potential role in TE silencing (White et al. 2017; Pontis et al. 2019; Hadzhiev et al. 2023). We sought to further explore the timing of FZNF expression, predicting that if they are deployed to repress TEs, their expression should overlap with that of TEs. Using our de novo FZNF annotations, we remapped previously published RNA sequencing data covering the first 24 h of zebrafish development (White et al. 2017). Setting a lower limit of 0.5 transcripts per million (TPM) to call genes as expressed, we find that approximately half of all FZNFs (306 out of 684) are expressed during early development.

Recently published work identified two distinct waves of ZNF expression in zebrafish, named “sharp peak” and “broad peak” (Hadzhiev et al. 2019, 2023). Sharp peak FZNFs share a distinct promoter architecture consisting of a clearly identifiable TATA-box and are expressed in the minor wave of ZGA, followed shortly after by TATA-less broad peak ZNFs in the major wave. With our updated FZNF annotations, we recapitulated these findings, observing the expression of 80 sharp peak and 204 broad peak genes, hereafter termed “early” and “late” based on the timing of their expression (Fig. 4A). The timing of these peaks overlaps with that of most TE families and, in the case of early-stage FZNFs, precedes almost all zygotic TE transcription.

**Figure 4.**
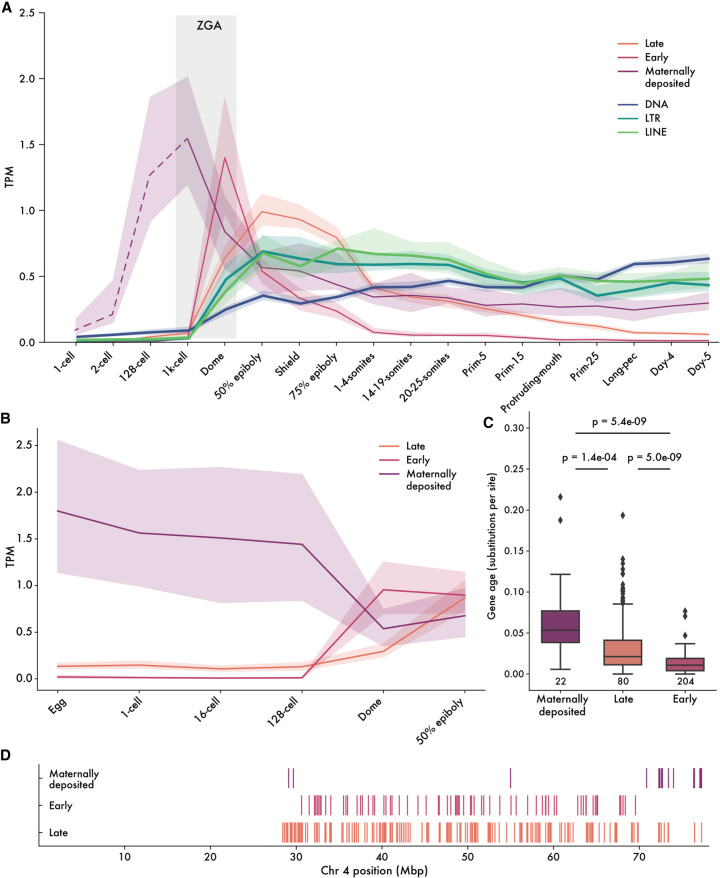
Embryonic expression of FZNF genes in zebrafish. (*A*) Median expression trajectory of 306 genes with expression of at least 0.5 TPM in at least one stage, separated by cluster. Shaded borders represent 90% confidence intervals. Light gray bar shows approximate timing of ZGA. Expression trajectory of maternally deposited FZNFs before the 1000-cell stage is dashed to reflect the fact that poly(A)-selected RNA sequencing is not an accurate reflection of true mRNA levels before ZGA. (*B*) FZNF expression from rRNA-depleted reads, before ZGA. (*C*) Maternally deposited genes are significantly older, whereas early-stage FZNFs are young and generally unique to *D. rerio*. Ages were quantified as branch lengths on a neighbor-joining phylogenetic tree generated from pairwise distances. (*D*) The majority of maternally deposited FiNZ genes are located in a specific, subtelomeric cluster. Each vertical line represents the midpoint of an expressed FZNF gene.

We also found a small subset of approximately 22 FZNF genes with maternally deposited transcripts (Fig. 4A). To our knowledge, these have not previously been described, likely owing to their incomplete annotation in Ensembl and RefSeq gene sets. Furthermore, maternally deposited mRNAs in zebrafish and other animals are, initially, only partially polyadenylated (Potireddy et al. 2006; Cui et al. 2013; Winata et al. 2018) and are therefore difficult to detect when using poly(A)-selected RNA-seq platforms. As the White et al. (2017) data falls into this category, we remapped rRNA-depleted reads from a second data set covering early embryogenesis (Winata et al. 2018), which confirmed that these maternally deposited transcripts are indeed present in both the egg and one-cell zygote (Fig. 4B).

Given the markedly different expression pattern of maternally deposited FZNFs, we looked for other features differentiating them from their zygotically expressed counterparts. Although the majority of *D. rerio* FZNFs are recently duplicated, particularly early-stage FZNFs, those that are maternally deposited are conserved across species and are significantly older (Fig. 4C; Supplemental Data 5). Moreover, they are physically colocalized in the subtelomeric region of Chr 4q (Fig. 4D), which lacks the repeat density that characterizes much of Chr 4q (Chang et al. 2022). The age of maternally deposited genes, as well as their degree of species conservation, is hard to reconcile with a role in TE targeting, as TEs turn over rapidly and are frequently species-specific. Rather, the deeper conservation and physical clustering of these maternally deposited FZNFs suggests a role in development that differs from that of early- and late-stage FZNFs.

### FZNFs repress LTR retroelement expression during ZGA

Next, we turned to the function of FZNF genes. Based on their embryonic expression, predicted binding specificity, and strong correlation with TE content, we predicted that FNZF genes play a role in TE silencing. If true, then knocking down their expression ought to lead to increased TE expression. To test this, we used a Morpholino oligonucleotide (MO) strategy aimed at blocking translation of most FZNF proteins simultaneously. By aligning the first exon of the FZNF annotations from zebrafish, we were able to design an MO predicted to target the translation start site of 447 out of 684 annotated FZNFs (Fig. 5A). We injected zebrafish embryos with either this MO or a scrambled control and then compared gene and TE expression using RNA-seq. Embryos were collected for sequencing at shield stage, as this corresponds with a period at which many TE families and most FZNFs are robustly expressed (Fig. 4A).

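Transcripts of all 684 annotated FZNFs, of which the paper predicts the MO to target most but not all, made up 0.713%, 1.02% and 1.21% of the counts in FZNF MO replicates 1, 2 and 3, and 0.476%, 0.499% and 0.554% in scrambled MO replicates 1, 2 and 3. The mean share was 0.984% ± 0.253 (SD, n = 3) with the FZNF MO and 0.510% ± 0.0402 (SD, n = 3) with the scrambled MO. It was higher with the FZNF MO in 3 of 3 pairs (exact permutation test without the pairing, 2-sided, p = 0.1, the smallest that 3 against 3 allow). An exact sign-flip test over the pairs gave p = 0.25, the smallest that 3 pairs allow. LTR families took 4.90% ± 1.51 (SD, n = 3) and 4.12% ± 0.720 (SD, n = 3) of the counts, higher with the FZNF MO in 2 of 3 pairs (exact permutation test, 2-sided, p = 0.5, and exact sign-flip test, p = 0.5). Exact 95% binomial intervals for the FZNF shares, which cover counting error only, ran from 0.710% to 0.717% in FZNF MO replicate 1 and from 1.21% to 1.22% in FZNF MO replicate 3. A translation-blocking MO acts on protein synthesis, so transcript counts do not measure how far FZNF protein fell, and protein was not analysed here, nor were targeted and other FZNFs told apart.

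**Figure D1:**
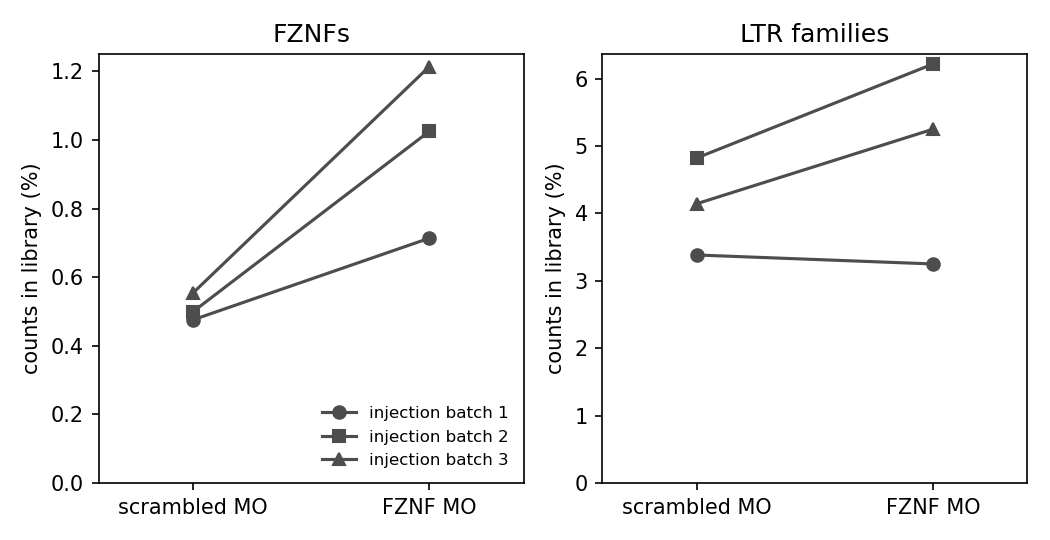
Share of each library's counts (percent, y axis) in FZNFs (left) and LTR families (right), with lines joining the scrambled MO and FZNF MO libraries of one injection batch. The FZNF share was higher with the FZNF MO in 3 of 3 batches and the LTR share in 2 of 3.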

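Zygotes received 4.5 ng of MO, and pools of embryos were sequenced as strand-specific poly(A) libraries at 6 h. There were 3 FZNF MO and 3 scrambled MO libraries, 1 of each per injection batch, and the replicate number gives the batch. Batches 1 and 2 were collected on one day and batch 3 on a later day. Counts summed to 20567549, 16306069 and 16740690 in FZNF MO replicates 1 to 3 and to 17131612, 19322041 and 17379435 in scrambled MO replicates 1 to 3. The authors mapped reads with STAR and counted them with TEcount in its multimapper mode, against Ensembl genes, their own FZNF models and annotated TEs. The strand setting of the counting and the Ensembl release are not given in the sources used here. The deposited raw counts cover 35218 features, of which 684 are FZNFs, 32099 are Ensembl genes, 2384 are TE families and 51 are satellites and other repeats. A TE family's count is summed over all its copies, and reads that match several FZNFs or several families could be shared out among them by the counting. From these counts, edgeR's quasi-likelihood test was fitted with TMM factors and the injection batch as a block. After the filter on low counts it covered 15309 Ensembl genes, 518 FZNFs and 1947 TE families. Features were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.32, and levels are in TMM-normalized CPM.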

**Figure 5.**
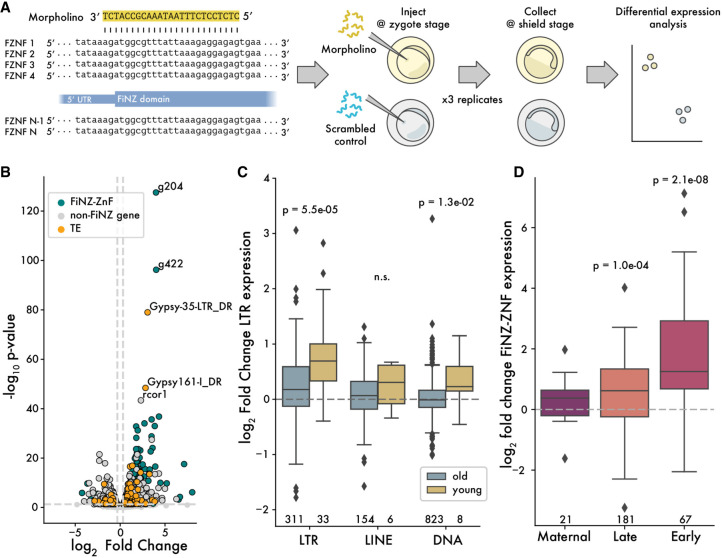
Up-regulation of LTR retroelements in response to FZNF knockdown. (*A*) Cartoon showing design of MO-based FZNF knockdown experiment. (*B*) Log_2_ fold change versus *P*-value, comparing FiNZ translation blocking MO to scrambled MO control. (*C*) Log_2_ fold change comparison between old and young TE families, with “young” being defined as those whose median insertion age was less than 0.01 substitutions per site. *P*-values are Wilcoxon rank-sum tests comparing old and young in each TE class. (*D*) Log_2_ fold change of different FZNF categories. *P*-values are binomial tests for each category, assessing likelihood of seeing at least x up-regulated genes, assuming a null hypothesis in which there is a 50% chance of being either up- or down-regulated. Numbers *below* boxes in *C* and *D* give the number of data points per box.

After sequencing and read mapping, we performed quality controls before comparing TE expression between treatment and control groups. 

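With the injection batch removed, the FZNF MO and scrambled MO libraries separated on the first principal component, which held 69.2% of the variance of the 500 most variable features. The second component held 16.1% and did not separate the groups. Ensembl genes alone, with FZNFs and TE families left out, also separated the groups on the first component (60.6% of the variance). Removing the batch places the paired libraries of each batch on opposite sides by construction, so this separation was compared with the uncorrected values. Before the batch was removed, the first component of the same 500 features held 38.9% and separated the groups. Over all tested features it held 33.3% and did not separate them, while the second component (27.0%) did. With FZNFs and TE families left out and the batch kept, neither of the first 2 components separated the groups.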

First, we performed principal component analyses of batch-corrected samples, which showed clear separation between the FZNF knockdown and control groups (Supplemental Fig. 9A). 

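Among Ensembl genes outside the FZNFs, edgeR called 365 higher and 349 lower with the FZNF MO. DESeq2, the tool the paper used, called 508 higher and 464 lower on the same features. Among genes with a plain symbol, a mean count of at least 50 and the same direction in 3 of 3 pairs, the largest rise was that of amdhd1, an enzyme of histidine breakdown (ENSDARG00000007366). It rose from 0.172 ± 0.152 to 11.0 ± 6.32 CPM (SD, n = 3 each), a log2 fold change of 5.86 (SE 0.65, adjusted p = 2.92e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its scrambled MO counts were only 4, 0 and 5, so this fold rests on a low baseline. chsy3, a chondroitin sulfate synthase, rose from 1.61 ± 1.13 to 23.8 ± 11.2 CPM (SD, n = 3 each). rcor1, which encodes a corepressor of the CoREST complex and is marked in Fig. 5B, rose from 36.3 ± 3.71 to 179 ± 21 CPM, a log2 fold change of 2.30 (SE 0.14, adjusted p = 5.11e-06 from the same edgeR test). The sialidase neu4 and the collagen col9a3 rose by 3.24 and 3.17 on the log2 scale.

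Among the lower genes was gdf3, a maternally supplied TGF-beta ligand that acts with Nodal. It went from 299 ± 41.0 to 39.6 ± 20.5 CPM (SD, n = 3 each), a log2 fold change of -3.03 (SE 0.26, adjusted p = 4.96e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lipoprotein receptor gene vldlr went from 41.9 ± 11.3 to 8.24 ± 0.593 CPM, a log2 fold change of -2.31 (SE 0.19). birc5b, a survivin family member, had a log2 fold change of -3.31 (SE 0.59). ppp1r15b, which encodes a regulator of eIF2alpha dephosphorylation, had a log2 fold change of -2.57 (SE 0.52). The median log2 fold change was 0.90 over the 365 higher genes and -0.02 over all 15309. All 365 higher genes and 348 of the 349 lower ones had the same direction in 3 of 3 pairs. Without the block 34 genes were higher and 23 lower, without replicate 2 these were 43 and 23, and without replicate 3 they were 1024 and 820. Without the block the calls of col9a3, birc5b and ppp1r15b ended, and those of col9a3, birc5b and ppp1r15b also ended without replicate 2.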

Using a false-discovery rate threshold of 0.05 and an absolute log_2_ fold change of at least 0.32 to call differentially expressed genes and TE families, we observed a total of 999 differentially expressed genes, excluding FZNFs and TEs (Supplemental Data 6). Among these, a Gene Ontology enrichment analysis revealed no notable enrichment for biological processes beyond general terms related to embryonic development, metabolic processes, and translation (Supplemental Data 7). 

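Of 82 ribosomal protein genes, 21 were called lower with the FZNF MO (68 when adjusted over the list alone), with a median log2 fold change of -0.42. rpl6 went from 1022 ± 132 to 614 ± 70.5 CPM (SD, n = 3 each), a log2 fold change of -0.73 (SE 0.11, adjusted p = 0.00205 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and rpl10a had a log2 fold change of -0.66 (SE 0.12). Against all other tested features, limma's camera gave the list an adjusted p of 3.80e-12. This call was lost when the correlation between the genes was estimated (adjusted p = 0.931 with an estimated correlation), and limma's fry did not call the list (adjusted p = 0.433). With an estimated correlation camera also uses only the residual degrees of freedom, which are few with 6 libraries. Such a loss therefore does not by itself show correlation between genes. For this list, however, the estimated correlation was 0.879, so these genes varied together. The adjusted p of 3.80e-12 from camera rests on a far lower preset correlation and overstates the evidence for the list as a set. The median log2 ratio of these genes was -0.63 and -0.61 in batches 1 and 2, collected on the same day, and -0.04 in batch 3. The edgeR test called none of them without the block or without replicate 2, 4 lower without replicate 1 and 78 lower without replicate 3, beside 37 lower by DESeq2 and 74 lower at an unadjusted p under 0.05.

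Of 17 mesoderm genes, 4 were lower (9 when adjusted over the list alone). These were tbx6 (log2 fold change -2.10, SE 0.35), a T-box regulator of paraxial mesoderm, the myogenic factor gene myf5 (-1.49, SE 0.32), the presomitic regulator msgn1 (-0.92, SE 0.21) and the apelin receptor gene aplnrb (-0.54, SE 0.11). For the list, camera gave an adjusted p of 0.0431 (adjusted p = 0.931 with an estimated correlation). That call ended without replicate 1 (adjusted p = 0.0852 from camera) and with a stricter count filter (0.0875), and in the fit without the block also without FZNF MO replicate 3 (0.0820) and without scrambled MO replicate 1 (0.198). The edgeR calls of all 4 genes ended without the block and without replicate 2, and that of msgn1 also with DESeq2 (adjusted p = 0.210).

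The other lists of embryonic patterning showed calls in both directions or few calls. Of 17 genes of ventral and BMP signalling, vent, szl and bmp7a were higher (0.74, 0.61 and 0.55 on the log2 scale) and tbx6 was lower, counts of 3 and 1 that were the same when adjusted over the list alone. For szl, in the fit without the block, the log2 fold change was -0.052 without FZNF MO replicate 1 and 1.30 without scrambled MO replicate 1. These fits leave batch 1 in 1 group alone, and szl was highest in batch 1 in both groups (91.2 CPM with the FZNF MO, 61.2 with the scrambled MO). Within pairs 1, 2 and 3 its log2 ratio was 0.58, 0.86 and 0.40. On the dorsal organizer list of 13 genes, foxa2, which marks axial mesoderm and endoderm, was the 1 gene lower (log2 fold change -0.78, SE 0.19, and 1 when adjusted over the list alone). Without replicate 3, 3 genes of this list were higher and 0 lower. Of 11 endoderm genes, gata5 was higher (0.56) and foxa2 lower, the same 1 and 1 when adjusted over the list alone, and 3 were higher and 0 lower without replicate 3. The endoderm list's median and mean were positive (0.026 and 0.00038) while its camera direction was negative. gdf3 was the 1 lower gene of 11 in nodal signalling (1 when adjusted over the list alone), where the list's median was 0.10 while its mean of -0.19 and the camera direction were negative. Of 13 ectoderm genes, the pluripotency factor gene pou5f3 was higher (log2 fold change 0.63, SE 0.14), and adjusted over the list alone 1 was higher and 1 lower. Of 28 cell cycle genes, ccna1 was higher (0.75) and mad2l1, mki67 and ccnb2 were lower (-0.66, -0.38 and -0.45); 4 were higher and 4 lower when adjusted over the list alone. Among 13 mitochondrial genes edgeR called 0 over all features and 0 when adjusted over the list alone, DESeq2 called 0, and 2 were lower at an unadjusted p under 0.05. Among 31 histone genes both tools also called 0, edgeR called 0 when adjusted over the list alone, and 1 was higher at an unadjusted p under 0.05. None of these lists passed camera, with adjusted p from 0.276 to 0.955 (in the fit without the block and without FZNF MO replicate 1, histones did, with a median of -0.32 and adjusted p = 0.0401, or adjusted p = 0.753 with an estimated correlation), and except for gdf3 every call named in these lists ended without the block and without replicate 2. The calls of mki67 and ccnb2 also ended with TMM factors from non-FZNF genes.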

Importantly, we did not observe any enrichment for stress response pathways, nor did we observe a significant change in *tp53* levels (log_2_ fold change = −0.01), which can cause off-target effects in MO knockdowns (Bedell et al. 2011).

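Among 14 tested genes of apoptosis and the damage response, edgeR's quasi-likelihood test called 0 over all features and 0 when adjusted over the list alone, and DESeq2 called 0. At an unadjusted p under 0.05, 1 of them was higher, pmaip1, which encodes a proapoptotic BCL2 family member (log2 fold change 0.44, SE 0.20, adjusted p = 0.252 from the same edgeR test with Benjamini-Hochberg adjustment). phlda3, which encodes an inhibitor of AKT signalling, had a log2 fold change of -0.51 (SE 0.26, adjusted p = 0.314 from the same edgeR test). Among 6 tested interferon and antiviral genes, edgeR called 0 (0 when adjusted over the list alone) and DESeq2 called 0. The 1 gene below an unadjusted p of 0.05 was the antiviral GTPase gene mxa (log2 fold change -0.73, SE 0.30), which was called lower without replicate 3 (-1.09, adjusted p = 0.0237). Of 18 genes of the heat shock and unfolded protein responses, 1 was higher (1 when adjusted over the list alone). This was hsp90b1, an endoplasmic reticulum chaperone, at 108 ± 57.8 against 53.5 ± 4.47 CPM (SD, n = 3 each; log2 fold change 0.88, SE 0.23, adjusted p = 0.0451 from the same edgeR test). Its call ended with DESeq2 (adjusted p = 0.265), without the block, and without replicate 1 or 2. For each of the 3 lists camera gave an adjusted p of 0.795. A p above the threshold does not show that a gene was unchanged.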

As the expression of TEs and FZNF genes is highly dynamic during the first 24 h of zebrafish development (Laue et al. 2019; Guo et al. 2021; Chang et al. 2022), we sought to ensure that the embryos were staged appropriately, as differences in the relative stage of FZNF knockdown and control groups could lead to artifactual observations of differential expression. We therefore compared our samples with samples from White et al. (2017), covering 50% epiboly, shield stage, and 75% epiboly. Treating these samples as additional, batch-corrected controls, we found that our samples clustered with shield stage samples from White et al. (2017), indicating that our staging is accurate (Supplemental Fig. 9B,C).

To assess whether FZNFs are involved in TE silencing, we asked whether TE expression was up-regulated in the FZNF knockdown group. Looking at the overall number of differentially expressed TE families, we found that TEs were significantly more likely to be up-regulated than down-regulated, consistent with derepression following FZNF knockdown (odds ratio = 3.78, *P*-value = 6.1 × 10^−8^, Fisher's exact test) (Fig. 5B; Supplemental Fig. 9D,E). 

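With the FZNF MO, 58 of 1947 TE families were higher and 14 were lower. These counts were 50 and 11 when adjusted over TE families alone. Most of the called families were LTR retroelements, and 11 DNA transposon families were higher and 5 lower (4 and 2 when adjusted over that class alone). The DNA family Ginger1-1_DR rose from 1.37 ± 0.491 to 13.0 ± 2.89 CPM (SD, n = 3 each), a log2 fold change of 3.24 (SE 0.35, adjusted p = 2.47e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among 296 LINE families, 1 was higher and 1 was lower by edgeR (none when adjusted over that class alone, 24 and 11 at an unadjusted p under 0.05, and 6 and 2 by DESeq2). For 14 SINE and 16 rolling-circle (RC) families edgeR and DESeq2 each called 0, and 1 family in each class was higher at an unadjusted p under 0.05.

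Against the 365 higher and 349 lower genes, the odds ratio for TE families was 3.96 (95% interval 2.13 to 7.82, Fisher's exact test, 2-sided, p = 1.43e-06). With FZNFs added to the genes it was 2.95 (Fisher's exact test, p = 1.53e-04). For LINE families it was 0.956 (Fisher's exact test, p = 1), from 1.85 to 2.74 with either DESeq2 fit, no count filter or the stricter filter (p from 0.221 to 0.688), and 0.401 without replicate 3 (p = 0.199). For DNA families it was 2.1 (95% interval 0.665 to 7.80, Fisher's exact test, p = 0.208), and it passed the test with no count filter (odds ratio 2.44, p = 0.0135) and without replicate 1 (odds ratio 3.88, p = 0.0169), but turned below 1 without replicate 3 (odds ratio 0.725, p = 0.337). The median log2 fold change of all TE families was 0.036 (camera adjusted p = 0.224). TE families passed camera without replicate 1 (0.096, adjusted p = 0.0130) and, in the fit without the block, without FZNF MO replicate 1 (0.15, adjusted p = 1.30e-05) and without scrambled MO replicate 3 (0.096, adjusted p = 0.0247), while the median was negative without FZNF MO replicate 3 (-0.062) and without scrambled MO replicate 1 (-0.016). These 3 camera calls were lost when the correlation was estimated (adjusted p = 0.556, 0.441 and 0.855 with an estimated correlation). The median was 0.036 for LINE (camera adjusted p = 0.509), 0.21 for RC (0.241), -0.019 for DNA (0.943) and -0.0012 for SINE families (0.934). In the fit without the block and without FZNF MO replicate 1, LINE, RC and DNA families passed camera. Their medians there were 0.17, 0.24 and 0.092 (camera adjusted p = 0.00442, 0.0119 and 0.00416). With an estimated correlation camera gave adjusted p = 0.441, 0.247 and 0.533. In the fit with the block the DNA and SINE medians were negative, while camera ranked both classes upward and the DNA mean was 0.0018. Both medians turned positive with TMM factors from non-FZNF genes (0.012 and 0.030) and with no count filter (0.0030 and 0.015). The SINE median was also positive in 6 other settings that keep all libraries. Families are not independent replicates, so the Fisher p counts families as if they were. Without replicate 3 the odds ratio was 1.37 (p = 0.103), without replicate 2 it was 7.36 (p = 0.0323), without the block and FZNF MO replicate 1 it was 14.9 (p = 6.71e-04, all Fisher's exact test), and without the block 10 families were higher and 0 lower by edgeR (210 and 73 at an unadjusted p under 0.05 with the block, and 86 and 18 by DESeq2). From the excess of up-regulated over down-regulated families, the paper proposes that TEs are derepressed after FZNF knockdown.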

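Of 578 tested LTR families, 46 were higher and 8 were lower with the FZNF MO (68 and 9 when adjusted over the class alone). Gypsy-35-LTR_DR, a Gypsy terminal repeat marked in Fig. 5B, rose from 50.9 ± 15.7 to 418 ± 97.9 CPM (SD, n = 3 each). Its log2 fold change was 3.05 (SE 0.15, adjusted p = 6.42e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gypsy161-I_DR, the internal part of another Gypsy element, rose from 12.7 ± 10.2 to 82.9 ± 50.0 CPM (log2 fold change 2.81, SE 0.16). Both parts of the Gypsy5 element rose, Gypsy5-I_DR by 2.26 and Gypsy5-LTR_DR by 1.86 on the log2 scale. Gypsy-23-LTR_DR went the other way (log2 fold change -1.78, SE 0.25, adjusted p = 0.00150 from the same edgeR test), as did Gypsy-171-LTR_DR (-1.67, SE 0.30). Without the block the calls of Gypsy161-I_DR, Gypsy5-LTR_DR, Gypsy-23-LTR_DR and Gypsy-171-LTR_DR ended, and that of Gypsy-171-LTR_DR also without replicate 2.

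By superfamily, 31 Gypsy families were higher and 6 lower of 295 tested, 7 of 87 Pao families were higher, and 6 ERV1 families were higher and 2 lower of 71. Terminal and internal parts of one element were compared over 163 pairs, in which a few parts enter more than 1 pair. Both parts were higher in 5, 1 part alone was higher in 24, 1 part alone was lower in 6, and neither was called in 128. The log2 fold changes of the terminal and internal parts were weakly correlated across these pairs (Pearson r = 0.20, Spearman rho = 0.26). Relative to the called genes, the odds ratio for LTR families was 5.49 (95% interval 2.52 to 13.7, Fisher's exact test, 2-sided, p = 6.58e-07). Relative to the other called TE families it was 2.83 (95% interval 0.673 to 11.5, Fisher's exact test, p = 0.0987). The median log2 fold change of LTR families was 0.23 (camera adjusted p = 1.32e-04, or adjusted p = 0.494 with an estimated correlation), and 65.1% of them were above 0. The estimated correlation was 0.014, close to the preset 0.01, so the higher p does not show a strong correlation among the families. In the fit without the block this median was 0.39 without FZNF MO replicate 1, and the camera call ended without FZNF MO replicate 3 (0.12, adjusted p = 0.134) and without scrambled MO replicate 1 (0.13, adjusted p = 0.123). Without replicate 2, 11 were higher and 1 lower (odds ratio 5.79, Fisher's exact test, p = 0.0922), without replicate 3 these were 62 and 21 (odds ratio 2.36, p = 6.08e-04), without the block and FZNF MO replicate 1 they were 16 and 1 (odds ratio 12.5, p = 0.00231), and without the block 7 were higher and none lower by edgeR (116 and 25 at an unadjusted p under 0.05 with the block, and 64 and 7 by DESeq2).

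**Figure D2:**
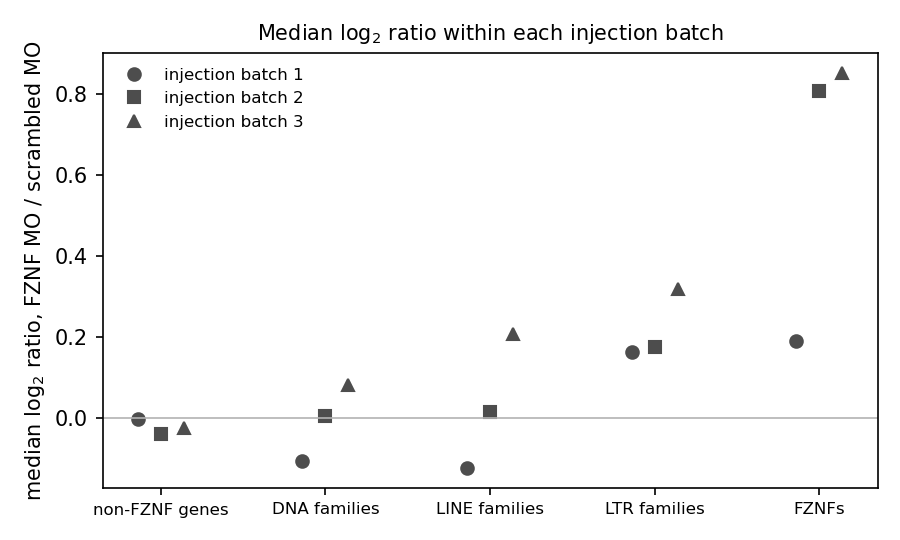
Median log2 ratio of FZNF MO over scrambled MO (y axis) within each injection batch (symbols) for 5 groups of features. LTR families lie at 0.16, 0.18 and 0.32 and FZNFs at 0.19, 0.81 and 0.85 in batches 1, 2 and 3, while DNA families lie at -0.10, 0.0058 and 0.082 and LINE families at -0.12, 0.015 and 0.21 and non-FZNF genes at -0.0027, -0.039 and -0.025.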

Separating by TE class, we found that this trend was driven predominantly by LTR elements (odds ratio = 6.56, *P*-value = 1.2 × 10^−8^, Fisher's exact test) (Supplemental Fig. 10A). Because LTRs include many of the youngest TE families in the zebrafish genome (Chang et al. 2022), we reasoned that their enrichment among up-regulated genes and TE families may reflect a tendency for young, active families to be most intensively targeted by FZNFs. We therefore compared young and old TE families to each other, defining the former as those whose insertions averaged fewer than 0.01 substitutions per site (Chang et al. 2022). This analysis revealed that the magnitude of derepression following FiNZ-knockdown was significantly greater among young families (*P*-value = 5.5 × 10^−5^, Wilcoxon rank-sum test) and that this trend held across different TE classes (Fig. 5C). Thus, FZNF knockdown leads to significant derepression of young, potentially active TE families.

In addition to age, we also looked at the timing of expression, because by collecting at “shield” stage (∼6 h post fertilization), we would not be able to observe the effects on those TEs whose expression peaked at later time points. Using hierarchical clustering to separate TEs into groups with expression peaks either before or after shield stage, we found that those TE families that were expressed earlier were significantly more up-regulated than those expressed later (Supplemental Fig. 10B).

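Of 518 tested FZNFs, 160 were higher and 25 were lower with the FZNF MO (216 and 47 when adjusted over FZNFs alone), and all of these calls had the same direction in 3 of 3 pairs. g204 rose from 9.31 ± 1.28 to 148 ± 26.5 CPM (SD, n = 3 each), a log2 fold change of 3.98 (SE 0.14, adjusted p = 7.59e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). g422 rose from 6.39 ± 1.93 to 101 ± 11.7 CPM (SD, n = 3 each), a log2 fold change of 4.00 (SE 0.17). Among FZNFs with a mean count of at least 50, the largest rise was that of g409, from 0.462 ± 0.320 to 56.8 ± 6.07 CPM (log2 fold change 6.92, SE 0.34), followed by g358 (5.83) and g185 (5.20). FZNFs made up 13 of the 20 called features with the largest log2 fold changes and a mean count of at least 50, and the other 7 were Ensembl genes. In the opposite direction, g336 had a log2 fold change of -3.91 (SE 0.71) and g495 of -3.63 (SE 0.42).

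Expression waves of FZNFs were read from the first 1513 of the 17923 rows of Supplemental Data 6, which are in order of gene identifier. These rows hold 520 FZNFs, among them all 518 tested here. Only counts and medians are given, and no set test was run on the waves. Of 66 tested early FZNFs, 34 were higher and 3 lower, with a median log2 fold change of 1.28. Of 181 late FZNFs, 66 were higher and 12 lower (median 0.51), and of 21 maternal FZNFs, 2 were higher and 1 lower (median 0.39). Of 250 FZNFs that the table marks NC, read here as not clustered, 58 were higher and 9 lower (median 0.54). The difference between the waves was not tested. Over all FZNFs the median log2 fold change was 0.62, and 69.3% were above 0. For this set camera gave an adjusted p of 1.10e-11, or 0.678 with an estimated correlation, and fry gave 0.233. The estimated correlation was 0.245, well above the preset 0.01, so the p at the preset correlation overstates the evidence for FZNFs as a set. In the fit without the block and without FZNF MO replicate 3 the FZNF median was 0.38 (camera adjusted p = 5.40e-04, or 0.821 with an estimated correlation). FZNFs resemble one another in sequence, so how reads are divided among single genes such as g204 and g409 is uncertain. Without the block 76 were higher and 1 lower, a fit in which the calls of g185 and g336 ended. Without replicate 2 these were 78 and 3, with the call of g336 ended, and without replicate 3 they were 160 and 48.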

The genes most up-regulated by FZNF knockdown were FZNFs themselves, for example, g204 and g422 (Fig. 5D). Although we cannot currently rule out the possibility that MOs inhibit the degradation of their target sequences, to our knowledge, such effects have not previously been reported in the literature. Alternatively, these results suggest that FZNF genes are themselves targeted for repression by FZNF proteins, thus forming a negative feedback loop. In this way, their expression would be robustly switched off once sufficient FZNF protein had been generated, without the need for additional regulatory control. Such negative feedback loops have recently been documented for mammalian KZNFs (Pontis et al. 2022).

## Discussion

In this work, we observed a deep coevolutionary relationship between TEs and ZNFs that spans the breadth of metazoans. This is most clearly seen in the strong positive correlation between TE and ZNF copy numbers, which persists across at least 750 million years of animal evolution and is independent of the accessory domains that characterize different tandem repeat ZNF families. We also found that ZNFs from a range of metazoans are predicted to bind TE sequences and, in the case of FZNFs in zebrafish, are evolving under positive selection acting on the DNA-binding ZNF domains. Finally, through simultaneous knockdown of a large subset of FZNFs during zebrafish embryogenesis, we showed that this family represses young, recently active TEs.

The extensively duplicated ZNF families of metazoans are rarely observed in other eukaryotic taxa, where instead, small-RNAs acting in concert with Argonaute proteins are the primary drivers of TE heterochromatinization (Hall et al. 2002; Volpe et al. 2002; Najafabadi et al. 2017; Allshire and Madhani 2018; Heger et al. 2020). Thus, ZNF-based TE targeting is likely to be a metazoan innovation. However, there are several metazoan groups whose ZNF families appear to behave atypically. For example, we found no positive correlations between ZNFs and retroelements in dipteran flies or nematode worms, nor did we observe a binding preference for TEs in *Drosophila* ZNFs. However, in *Drosophila* the piRNA system (itself a branch of the Argonaute-siRNA system) is directly involved in pretranscriptional silencing of TEs during embryogenesis*,* with *piwi* knockdowns resulting in a failure of H3K9me3 to establish over otherwise silenced TE loci (Sienski et al. 2012; Fabry et al. 2021; Wei et al. 2021). Similarly, in nematode worms, which typically have few tandem-repeat C2H2 ZNF genes, Argonaute genes have been extensively duplicated (Buck and Blaxter 2013). Although research into the function of these Argonaute homologs remains in the early stages (Seroussi et al. 2023), both the dipteran and nematode cases point to potential functional overlap between the Argonaute/piRNA system and ZNFs.

It is still an open question whether silencing of TE transcription per se, is the primary function of metazoan ZNFs. In addition to their TE silencing activities, KZNFs frequently target non-TE sequences, such as satellite repeats, gene promoters, and even other KZNFs (Imbeault et al. 2017). There are also examples in both mouse and human of conserved clusters of KZNFs that target TEs younger than themselves, implying they had targets predating the emergence of their current TE families (Wolf et al. 2015; 2020; Imbeault et al. 2017). These observations have led others to propose that, rather than simply repressing TEs, KZNFs play an important role in their domestication by taming their *cis*-regulatory activities and facilitating their integration into existing gene regulatory networks (Ecco et al. 2017; Bruno et al. 2019; Pontis et al. 2019). Under this model, KZNFs act as tolerogenic agents promoting the evolution of species-specific gene regulatory networks. Although likely true, this feature cannot be the initial driver of their rapid evolution, because TE domestication is a process that takes place over many generations, whereas selection primarily acts on currently extant individuals (Sniegowski and Murphy 2006).

Although depletion of both KZNFs and FZNFs unleash TE expression, there are several paradoxical observations that challenge the idea of ZNF as an adaptive defense system against TE invasion. First, ZNFs evolve slowly relative to the speed at which novel TE families can establish and propagate within a species. For example, the DNA transposon P-element spread throughout all wild populations of *D. melanogaster* in the space of ∼30 yr, and the retrovirus KoRV has been spreading in koalas exogenously and endogenously over a similar period (Anxolabéhère et al. 1985; Tarlinton et al. 2006). In contrast, observations in primates imply that the emergence of KZNF repressors takes place over millions of years (Ecco et al. 2017; Imbeault et al. 2017). In contrast, the piRNA system is able to adapt almost immediately to new TEs, as TE insertions themselves form the raw material for piRNAs—indeed, in the case of both KoRV and P-element, piRNAs have already emerged to mitigate their deleterious effects (Brennecke et al. 2008; Yu et al. 2019). Thus, with respect to their ability to quickly respond to novel TEs, the piRNA system appears better suited as a front-line defense than ZNFs.

We therefore propose an alternative to transcriptional repressor hypothesis, in which metazoan ZNFs instead serve as genome stabilizers, protecting DNA from ectopic recombination by nucleating heterochromatin to repetitive regions of the genome. Although heterochromatin is primarily associated with gene silencing, it also has a strong suppressive effect on homologous recombination and is essential for maintaining genome stability (for reviews, see Grewal 2010; Sasaki et al. 2010; Kent et al. 2017; Allshire and Madhani 2018). TE-mediated chromosomal rearrangements are highly deleterious and associated with several hereditary diseases (Callinan and Batzer 2006), both in germline and somatic tissues, as evidenced by the large number of human cancers associated with TE-induced structural variants (Anwar et al. 2017). Accordingly, the propensity of TEs to cause deleterious chromosomal rearrangements is thought to be a critical factor preventing their accumulation in genomes, particularly because the theoretical probability of recombination between TE insertions increases quadratically with copy number (Charlesworth and Charlesworth 1983; Langley et al. 1988). This hypothesis—that selection against ectopic recombination is critical to preventing TE accumulation—has been supported by observations from both empirical and simulated data (Petrov 2003; Song and Boissinot 2007; Dolgin and Charlesworth 2008; Kofler et al. 2012), although others have drawn different conclusions (Duret et al. 2000; Wright et al. 2003).

Thus, the use of sequence-specific ZNFs to deposit heterochromatin over discrete TE families might explain in part why some organisms can sustain large-scale amplification of TE families, as seen in octopuses, weevils, sea urchins, cyprinid fish, and mammals, to name a few highlighted in this study. Moreover, both KZNFs and FZNFs, along with other highly duplicated gene families, are also found in regions of the genome marked by H3K9me3, further suggesting that stabilization of repeats, rather than suppression of TE transcription, is the purpose of heterochromatin deposition at these locations (Hawkins et al. 2010; Kundaje et al. 2015). If genome stabilization is the principal function of most metazoan ZNFs, then it relieves the requirement for rapid adaptation to novel TEs, because the effect of TEs on rates of nonallelic homologous recombination are not felt until the TEs in question have reached significant copy number. Similarly, it would explain why satellite sequences or nonautonomous DNA elements, which do not need to be transcribed to amplify, appear to be targets of many ZNFs.

Moving forward, the FZNF family will be an important model for understanding the function and evolution of metazoan ZNFs, and many questions raised in this study remain unanswered. For example, what is the mechanism by which FZNFs exert their repressive effect? Although zebrafish FZNFs are, in aggregate, predicted to target TE sequences (Fig. 3), we have not yet validated the binding of individual ZNF-TE pairs, and it therefore remains possible that they achieve silencing via a mechanism other than DNA-binding. Similarly, we do not yet know whether the FiNZ domain itself is capable of recruiting the protein complexes required for heterochromatin formation. Although KRAB and FiNZ have similar sequence composition and secondary structure, the KRAB domain recruits the H3K9me3 writer SETDB1 through an intermediary cofactor, TRIM28, which is absent in zebrafish. However, two close relatives of TRIM28, namely, TRIM24 and TRIM33, are present in zebrafish and have been shown to silence endogenous retroviruses in mice (Boudinot et al. 2011; Margalit et al. 2020). Furthermore, structural predictions suggest that TRIM33 physically interacts with distantly related “KRAB-like” ZNF sequences present in fish (Carotti et al. 2022), suggesting that it may be the cofactor of FiNZ.

Much remains to be discovered about the role of ZNF genes in metazoan evolution, but with the wealth of high-quality genome assemblies and improved tools for manipulating gene expression in a variety of organisms, it is now possible to answer many of the long-standing questions about this extraordinary gene family. In this work, we have shown that the coevolutionary relationship between TEs and ZNFs extends well beyond KZNFs and is likely a metazoan innovation for TE silencing and/or stabilization. In zebrafish, FZNFs have independently expanded to repress young, recently active TE families during early embryonic development, and across animals, there are dozens of other such uncharacterized ZNF families. Many of these families are likely to reveal exciting new biology and may have potential uses in the development of genome engineering tools.

## Methods

### Predicting ZNF ORF copy number

Initial estimates of ZNF ORF copy number were achieved by extracting all possible ORFs from 3221 representative metazoan genomes available from the NCBI Assembly database (https://www.ncbi.nlm.nih.gov/assembly), as of December 6, 2021. To facilitate this process, we set minimum and maximum ORF sizes of 375 and 10,000 bp, respectively. The resulting amino acid sequences were searched for potential C2H2 ZNF domains using the hmmsearch command line tool from the HMMER suite (Eddy 2011) and the Pfam “zf_C2H2” (Pfam: PF00096) HMM as a query profile (Mistry et al. 2021). Resulting hits were merged if they were within 100 residues of each other and were filtered to exclude sequences with fewer than five ZNF domains in total.

### Annotation of FZNF genes

For improved annotations of FZNF genes in 32 cypriniform fish and a milkfish outgroup, we first identified genomic regions containing candidate FZNF genes using BLAST to search for matches with a consensus FiNZ domain sequence. This consensus sequence was generated from a set of *D. rerio* FZNF genes previously identified as being expressed during development (White et al. 2017). Using the “PPX” module of AUGUSTUS v3.3 (Keller et al. 2011; Hoff and Stanke 2018), we performed a first pass of the genomic regions identified in our set of cypriniform species, using a protein profile generated from the previously mentioned set of *D. rerio* annotations. To avoid biasing our search toward zebrafish, we used the results of this round of annotation to generate a new FZNF profile generated by sampling genes from all species. We repeated the above procedure once and performed a final filtering step with HMMER (Eddy 2011) to identify annotated genes containing both the FiNZ domain and ZNF domain (PFAM: PF00096).

For *D. rerio* specifically, we produced a separate, high-quality set of gene predictions by retraining AUGUSTUS specifically for FZNFs using a manually curated set of Ensembl predictions. This allowed us to generate predictions for 5′ and 3′ untranslated regions, for use downstream in analyses of gene expression. We explored the effect of including transcripts generated by Trinity (Grabherr et al. 2011) as hints for AUGUSTUS but found that these reduced the quality of resulting annotations, likely as a result of the difficulty of assembling accurate transcripts for such repetitive genes. Full parameter details are available online.

### Predicting genomic TE content

We used two approaches to estimate genomic TE content. In the first, we focused on retroelements, using an identical approach to that which we used to estimate ZNF ORF number. In place of the Pfam zf_C2H2 domain, we instead used a selection of reverse transcriptase and RNase H profiles (PF00078, PF07727, PF13456, PF00075, PF17917, PF17919). Resulting hits were merged as performed for ZNFs, but no restrictions were placed on the number of hits per ORF. For more careful estimates of TE content for use when focusing on FZNF genes, we estimated the TE-derived proportion of genomes using dnaPipeTE (Goubert et al. 2015), a tool that offers considerable speed improvements over RepeatMasker/Modeller with comparable accuracy. This program requires short reads and genome size as input: For the former, we simulated reads using ART (Huang et al. 2012), and for the latter, we used genome assembly size as a proxy for true genome size.

### Cypriniformes phylogeny

To generate a phylogenetic tree of the Cypriniformes order (required to account for phylogenetic nonindependence in comparative genomic analyses), we first used the Actinopterygii-specific BUSCO database to extract intact single-copy orthologues from our set of 33 species. We then selected those protein sequences found in at least 10 out those species, producing a final set of 3581 proteins. These were aligned separately using MAFFT v7.475 with the parameters –globalpair and –maxiterate 1000 (i.e., ginsi) (Katoh and Standley 2013) and trimmed to remove large insertions or poorly aligned regions using trimAl v1.4.rev15 with the –automated1 parameter set (Capella-Gutiérrez et al. 2009). All resulting files were combined to produce a concatenated supergene alignment, which was used as input when generating a time-calibrated phylogeny.

IQ-TREE v2.0.6 was used to generate a maximum likelihood tree from a partitioned analysis of the supergene alignment (Chernomor et al. 2016; Hoang et al. 2018; Minh et al. 2020). Ultrafast bootstraps and Shimodaira–Hasegawa approximate likelihood ratio tests were used to determine branch support values, with 5000 and 1000 replicates, respectively. A time-calibrated tree was generated using the integrated LSD2 module (To et al. 2016), constraining the date of the split between Gonorynchiformes and Cypriniformes (i.e., between *Chanos chanos* and all other species) to 162 million years ago, based on a recent comprehensive phylogeny of teleost fish (Hughes et al. 2018).

### Predicting ZNF binding sites

To predict ZNF binding sites, we made use of the previously published tool, ZiFRC, with ZNF ORFs identified from our initial genome searches as input (Najafabadi et al. 2015; 2017). To test for enrichment of predicted ZNF binding sites in various sequence sets, we used FIMO and Tomtom from the MEME suite of motif enrichment tools (v5.3.3) (Bailey et al. 2015). First, Tomtom was used to compare our predicted motifs to motifs obtained from human ChIP-exo data sets (Imbeault et al. 2017). Following this positive control, we used FIMO to calculate motif enrichment in three separate cases for each species.

In the first case, we searched our library of predicted ZNF binding sites against libraries of TE consensus sequences. For human, mouse, fruit fly, and zebrafish, these libraries were taken directly from Repbase v26.10; in the case of sea urchin and rice weevil, they were provided by direct communication with the investigators of previously published studies on the TE content of these species (Panyushev et al. 2021; Parisot et al. 2021); and, in the case of octopus, we generated a TE consensus sequence library using RepeatModeler v2.0.1 (Flynn et al. 2019).

For the second case, we searched a library of randomly selected nonrepetitive genomic sequences, selected using BEDTools v2.30.0 (Quinlan and Hall 2010); this was performed in a manner ensuring that, for each species, the resulting library size and distribution of sequence lengths were identical to those of the TE sequence library. In the third case, we searched the TE consensus sequences again, this time using shuffled binding motifs. Finally, we performed a cross-species comparison between zebrafish and human using FIMO.

### Testing for positive selection

To test for evidence of positive selection in FZNF genes, we first searched for recently duplicated in-paralogs. As multiple sequence alignments of ZNF genes can be unreliable, we calculated pairwise Needleman–Wunsch alignments between all pairs of 6732 annotated genes from 29 cypriniform species with at least one FZNF gene, using the “needle” command line tool from the EMBOSS suite, v6.6.0 (Rice et al. 2000). The resulting pairwise distance matrix was used as input to generate a neighbor-joining phylogenetic tree, using the EMBOSS “fneighbor” tool. This gene tree was used to identify clades of recently duplicated in-paralogs within the cypriniform species tree. We selected seven clades from *D. rerio*, in which each clade contained at least 10 members, and all members were within 30 amino acids of each other in length. Each one of these clades was realigned with Prank, using a codon substitution matrix (Kosiol et al. 2007; Löytynoja 2014), and all gaps in the resulting alignment were removed using trimAl v1.4.rev15 (Capella-Gutiérrez et al. 2009). Finally, guide trees were generated for each clade using IQ-TREE v2.0.6 with a codon substitution model (Minh et al. 2020).

To test for evidence of positive selection, we used the “codeml” tool from the PAML4 software suite (Yang 2007). We compared two sets of nested site models: first, M1a (NearlyNeutral) and M2a (PositiveSelection), and second, M7 (beta) and M8 (beta & ω). The transition-to-transversion ratio, κ, was calculated from the guide tree, whereas the *d*_N_/*d*_S_ rate ratio, ω (i.e., the parameter being tested), was estimated from the data. Likelihood ratio tests with two degrees of freedom were used to compare M1a to M2a, and M7 to M8, respectively.

### Reanalysis of zebrafish developmental transcriptome data

To assess FZNF gene and TE expression, we first used STAR (v2.7.5a) (Dobin et al. 2013) in multimapping mode to realign reads from White et al. (2017) to the *D. rerio* GRCz11 reference genome, setting the maximum intron/read pair gap size at 500,000. To count reads from genes and TEs simultaneously, we used TEtranscripts-2.2.1's TEcount tool in multimapper mode, with a GTF file combining Ensembl gene annotations with our FZNF annotations, along with TE locations as provided by Chang et al. (2022). We used GTFtools v0.8.0 (Li et al. 2022) to calculate the median length of each gene and used these measurements to calculate the TPM for each gene/TE, allowing comparison of expression across stages. Specifically, for each transcript we calculate the sum of the union of exons. For genes, we then take the median length of transcripts associated with each gene, whereas for TEs we use the sum of all insertions in the genome, thus partially controlling for insertion copy number.

### Morpholino knockdown of FZNF translation

We ordered a translation blocking MO with the sequence “CTCTCCTCTTTAATAAACGCCATCT” from Gene Tools, which was sufficient to target 447 of our predicted FZNF mRNA transcripts with no mismatches. Wild-type, Tübingen strain zebrafish were maintained on a 14-/10-h light–dark schedule at 28°C. Individual breeding pairs of male and female fish were separated overnight to induce naturally synchronized spawning and fertilization the following morning. To knockdown FZNF expression, we injected 4.5 ng of the custom MO into fertilized *D. rerio* zygotes, and in parallel, we injected embryos with the same quantity of a randomized control, consisting of a mixture of up to 4^25^ possible sequences. Embryos were collected at shield stage and stored at −20°C immediately after collection. Each pair of injections was repeated in triplicate, such that 23 treatment and 19 control embryos were in the first batch, 30 treatment and 30 control in the second, and 31 and 30, respectively, in the third. Total RNA extraction was performed using the Qiagen RNeasy kit.

### RNA sequencing

We outsourced cDNA library preparation and sequencing to Novogene. Samples were shipped in dry ice, and after quality controls, strand-specific libraries were prepared using poly(A) enrichment. These libraries were pooled and sequenced in 150-bp paired-end mode using the NovaSeq 6000 platform. After receiving sequencing data, we performed quality assessment using FastQC (v0.11.9) (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and then mapped and counted reads according to the protocol previously described for reanalysis of White et al. (2017) data. Following this, differential expression analyses were performed using the DESeq2 R package v1.26.0 (Love et al. 2014).

## Data access

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE229157. Scripts used in the generation and analysis of data for this project can be found at GitHub (https://github.com/jonathan-wells/metazoan-znfs; https://github.com/jonathan-wells/finz-znf) and as Supplemental Code.

## Supplementary Material

Supplement 1

Supplement 2

Supplement 3

Supplement 4

Supplement 5

Supplement 6

Supplement 7

Supplement 8

Supplement 9

# Supplementary material for: Transposable elements drive the evolution of metazoan zinc finger genes
**Source:** Genome Res. 2023 Aug;33(8):1325–39. doi: 10.1101/gr.277966.123
**Supplement:** Supplement 8

Supplemental Material

Transposable elements drive the evolution of metazoan zinc finger genes

Jonathan N. Wells^{1, #}, Ni-Chen Chang^{1, *}, John McCormick^{1, *}, Caitlyn Coleman², Nathalie Ramos^{1, 3},
Bozhou Jin¹, Cédric Feschotte^{1, #}

* These authors contributed equally to this work.

Table of contents

- I. Supplemental Figures
- II. Supplemental Data
- III. Supplemental Code
- IV. References

I. Supplemental Figures

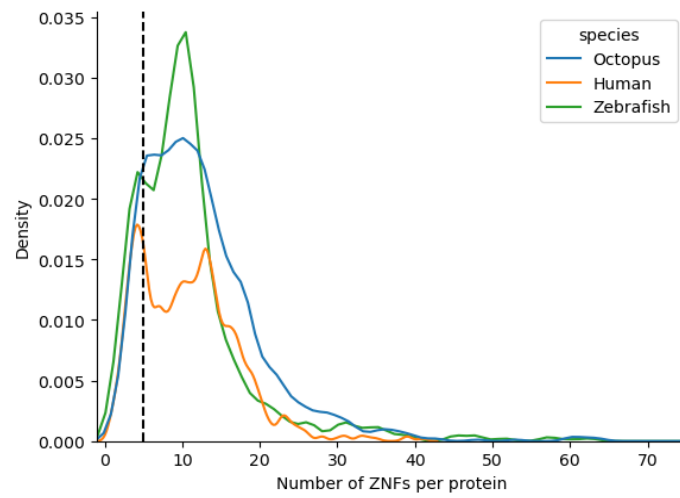

Supplemental Figure 1. Distribution of ZNF domains per protein.

The number of HMMER hits for the Pfam zf_C2H2 domain (PF00096) in human, zebrafish and octopus, for all annotated proteins with at least one ZNF domain.

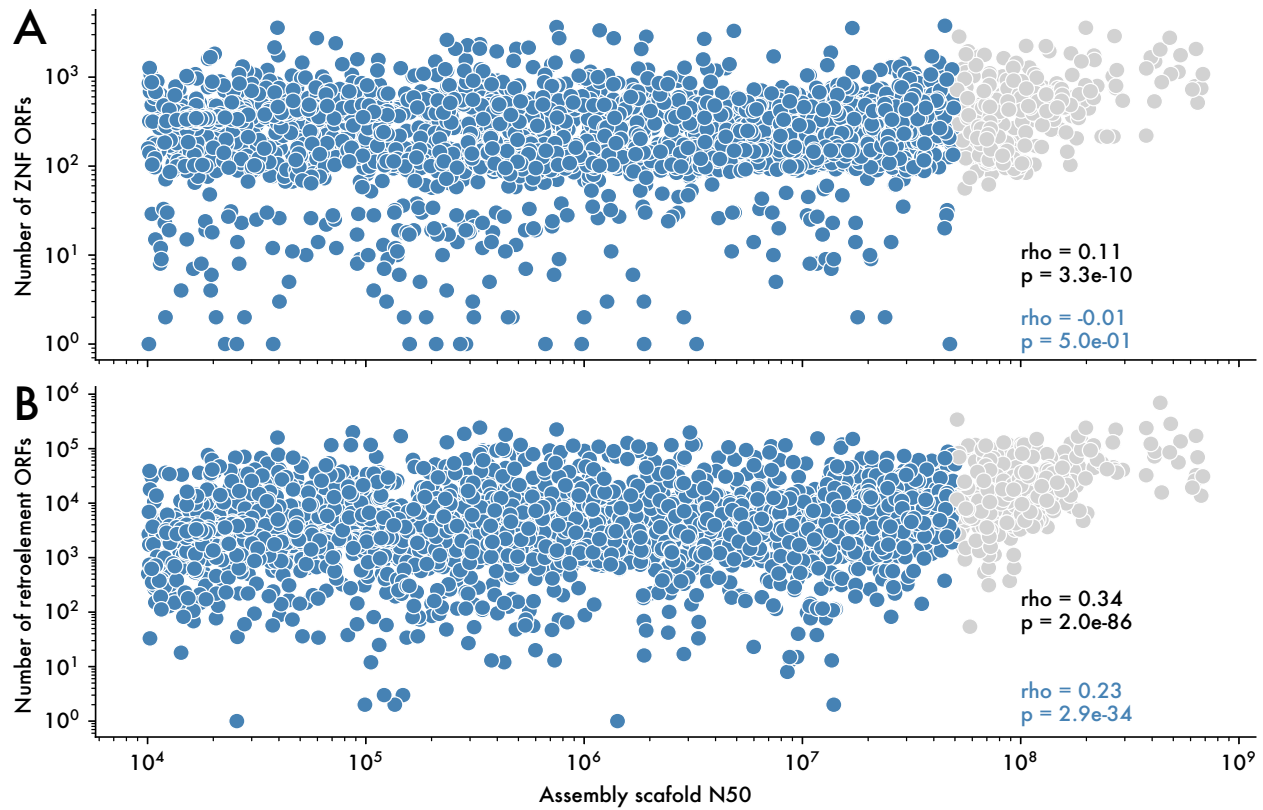

Supplemental Figure 2. Correlation between scaffold N50 and retroelement and ZNF counts.

To assess the degree to which genome assembly quality biases our counts of ORFs, we compared scaffold N50 with A) ZNF and B) retroelement ORF copy number. This revealed low correlations, primarily driven by the fact that very large, high-quality genomes (and thus high scaffold N50 scores) almost always have high numbers of both retroelements and ZNFs.

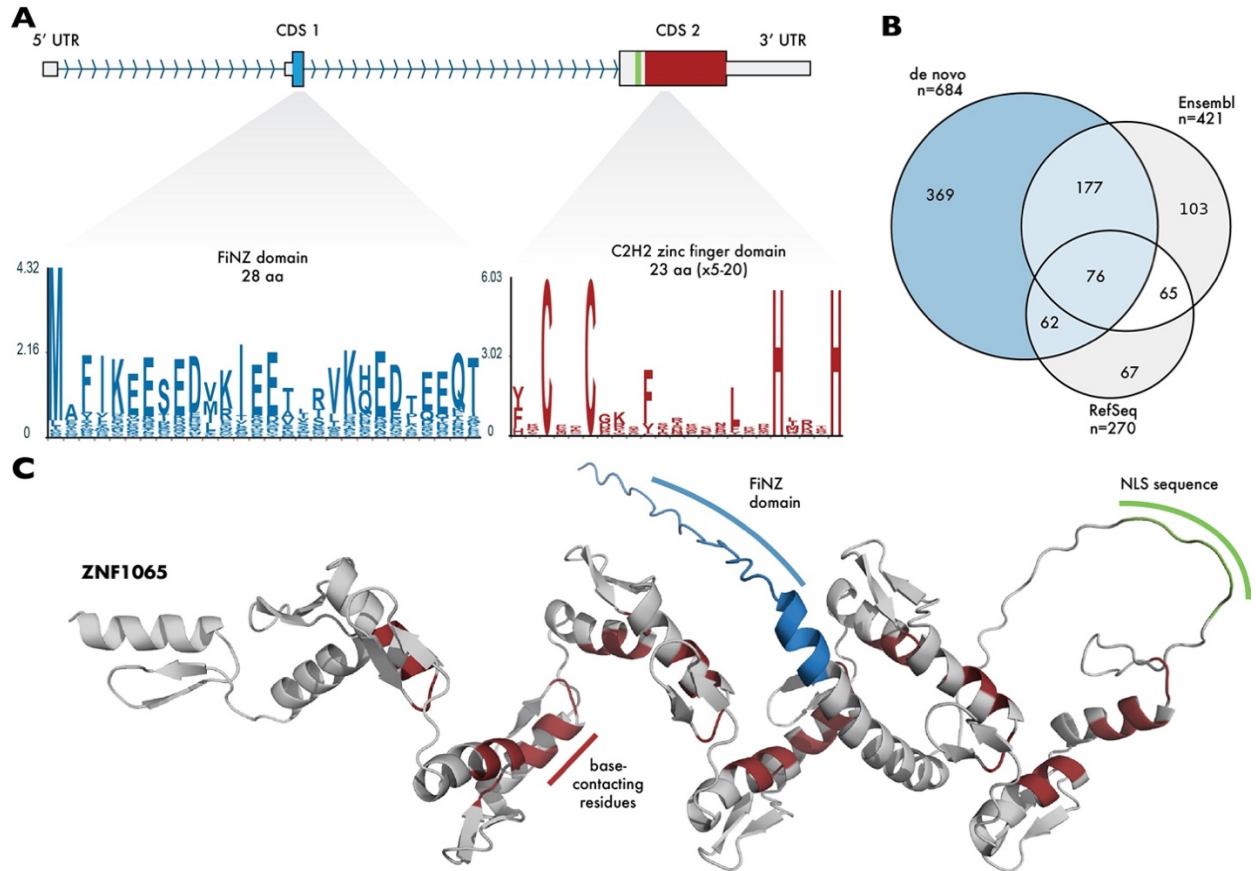

Supplemental Figure 3. Typical structure and number of annotated FZNF genes in *Danio rerio*

A) The vast majority of FZNFs that we re-annotated in *Danio rerio* have two coding exons, the first containing the FiNZ domain itself, and the second containing a putative NLS sequence (green) and an array of tandemly repeated ZNF domains. B) Venn diagram showing overlap of different FZNF gene annotations. Annotations were categorized as matching if they overlapped over at least 70% of the gene body, ignoring untranslated regions. C) AlphaFold prediction of ZNF1065 (H0WEE1) (Varadi et al., 2022; Jumper et al., 2021). Pymol v2.5.0 was used to render the structure.

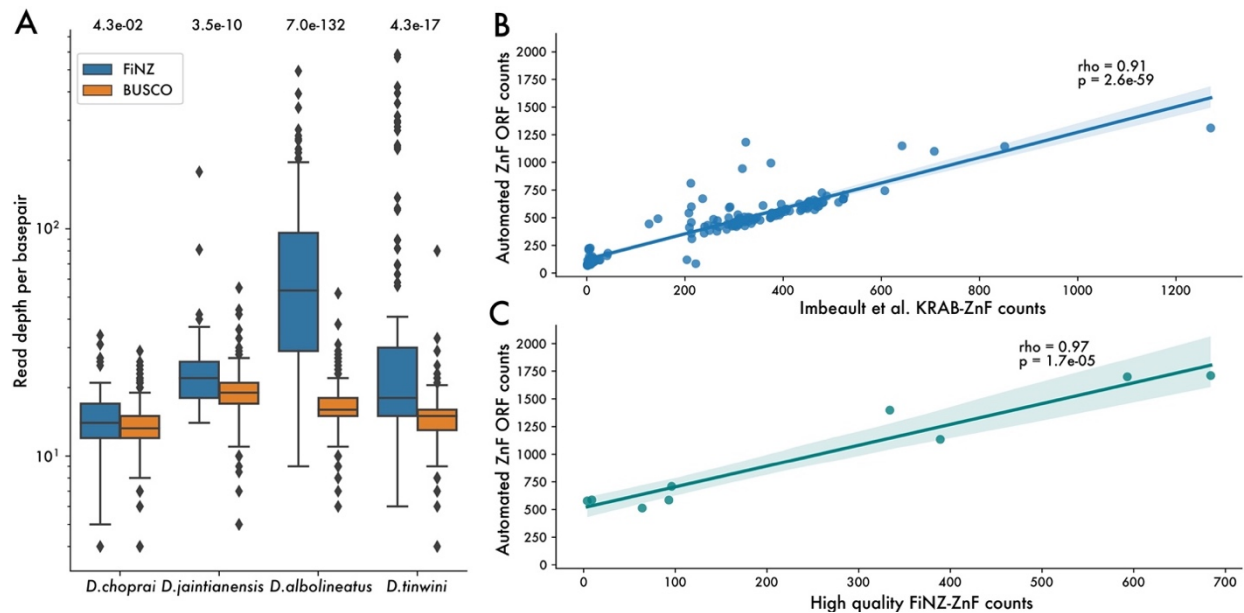

Supplemental Figure 4. Quality control analyses for ZNF gene annotations.

A) Comparison of read depth over annotated BUSCO and annotated FZNF genes. Median read depth varies between species, but is generally higher over FZNF genes, and sometimes dramatically so, *Danio albolineatus*, read depth is approximately 50% higher than that of BUSCO genes, and therefore annotate gene counts should be treated as lower bounds on the true number. B) Spearman's rank correlation between automated ZNF ORF counts and independently generated counts from Imbeault et al. (Imbeault et al., 2017). C) Spearman's rank correlation between automated ZNF ORF counts and improved FZNF annotations. Taken together, these analyses indicate that genome assembly quality is likely to be the limiting factor in predicting ZNF genes, rather than annotation method.

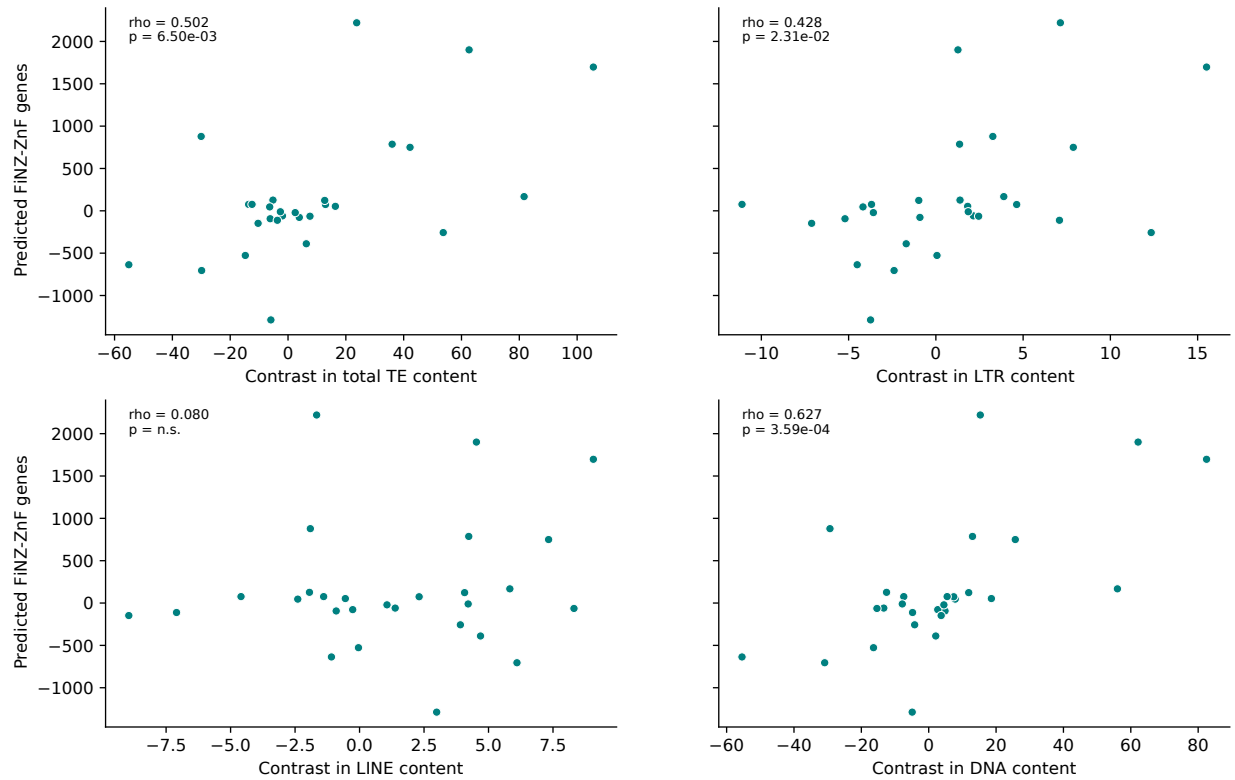

Supplemental Figure 5. Phylogenetically independent contrasts between FZNF copy number and TE coverage

This figure relates to Fig. 2C and demonstrates that the correlation between FZNFs and TEs is not restricted to retroelements. Correlation calculated with Spearman's rank correlation test on phylogenetically independent contrasts between FZNF count and TE class genomic coverage.

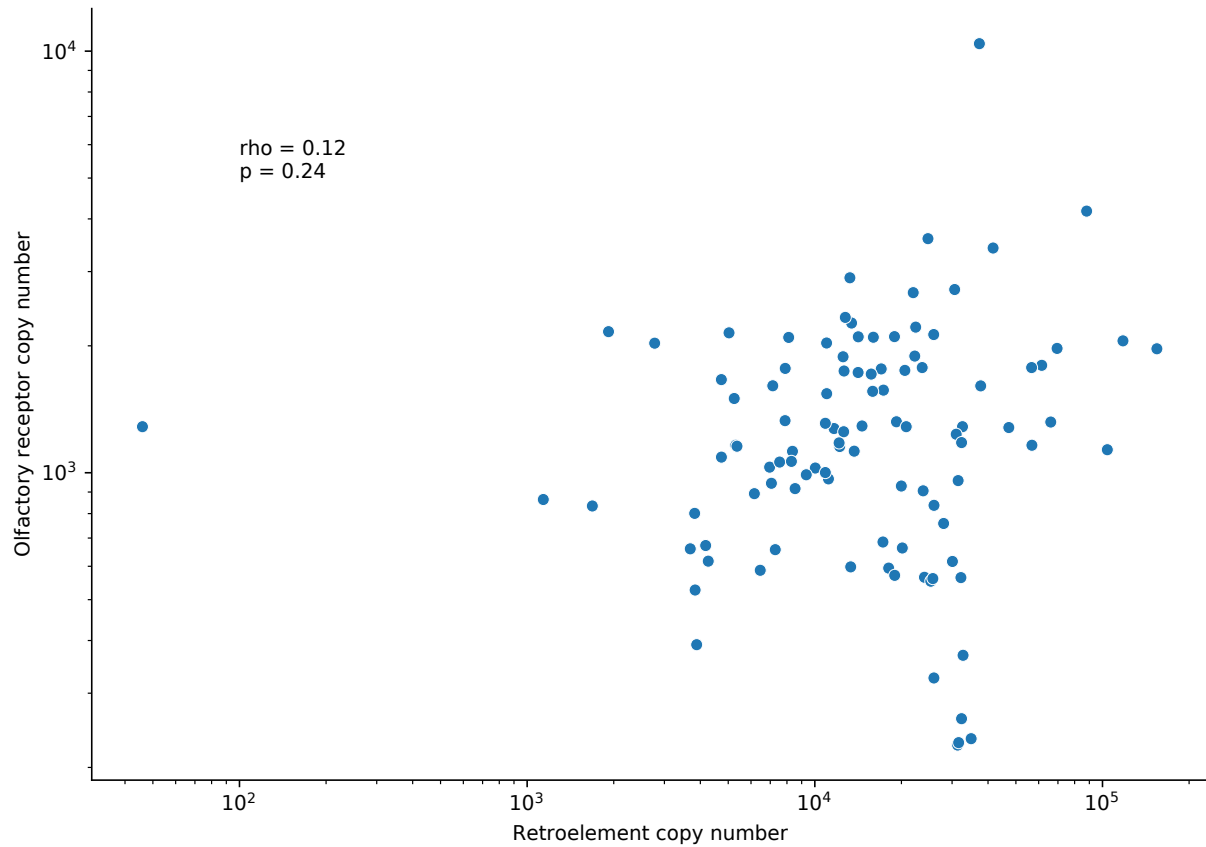

Supplemental Figure 6. Correlation between retroelement and olfactory receptor copy number.

There is no significant correlation (Spearman's rank) between retroelement copy number and that of mammalian olfactory receptors, indicating that there is not a general relationship between TE content and gene copy number for large, multi-copy gene families. Each point is a representative species from a mammalian family.

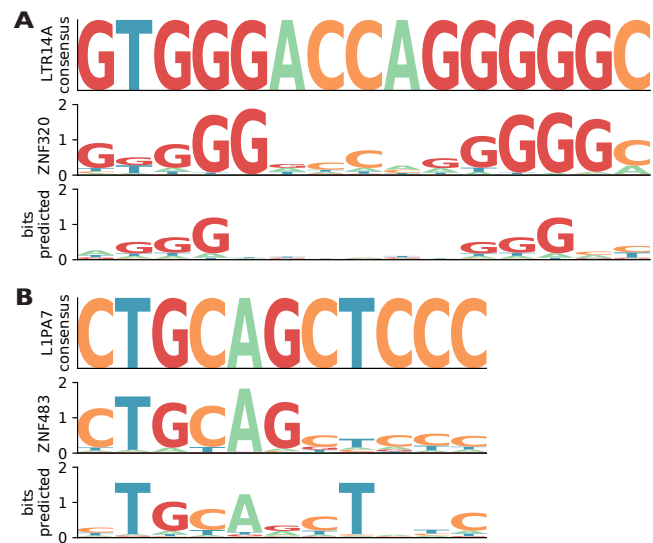

Supplemental Figure 7. Examples of experimentally determined and predicted ZNF binding specificity to human TEs.

A) ZNF320 binding site on LTR14A consensus sequence. B) ZNF483 binding site on L1PA7. Y-axis records Shannon entropy (bits) for experimentally determined (2nd row) and predicted (3rd row) motifs.

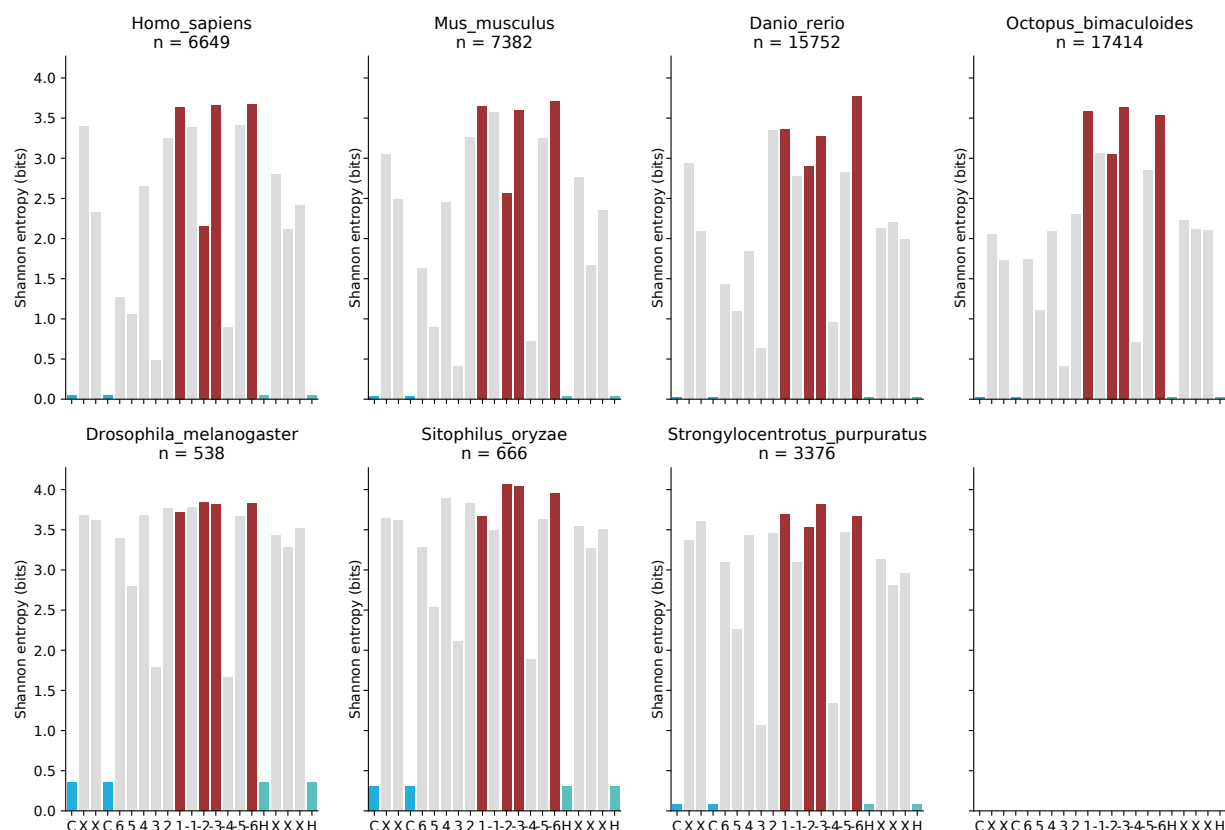

Supplemental Figure 8. Sequence Shannon entropy at positions within the canonical ZNF domain. Analysis of Shannon entropy reveals that sequence disorder (i.e. randomness) is highest at base-contacting residues within individual ZNF motifs in each species. This observation is consistent with rapid sequence turnover at these sites, in response to selection for varied nucleotide binding capabilities.

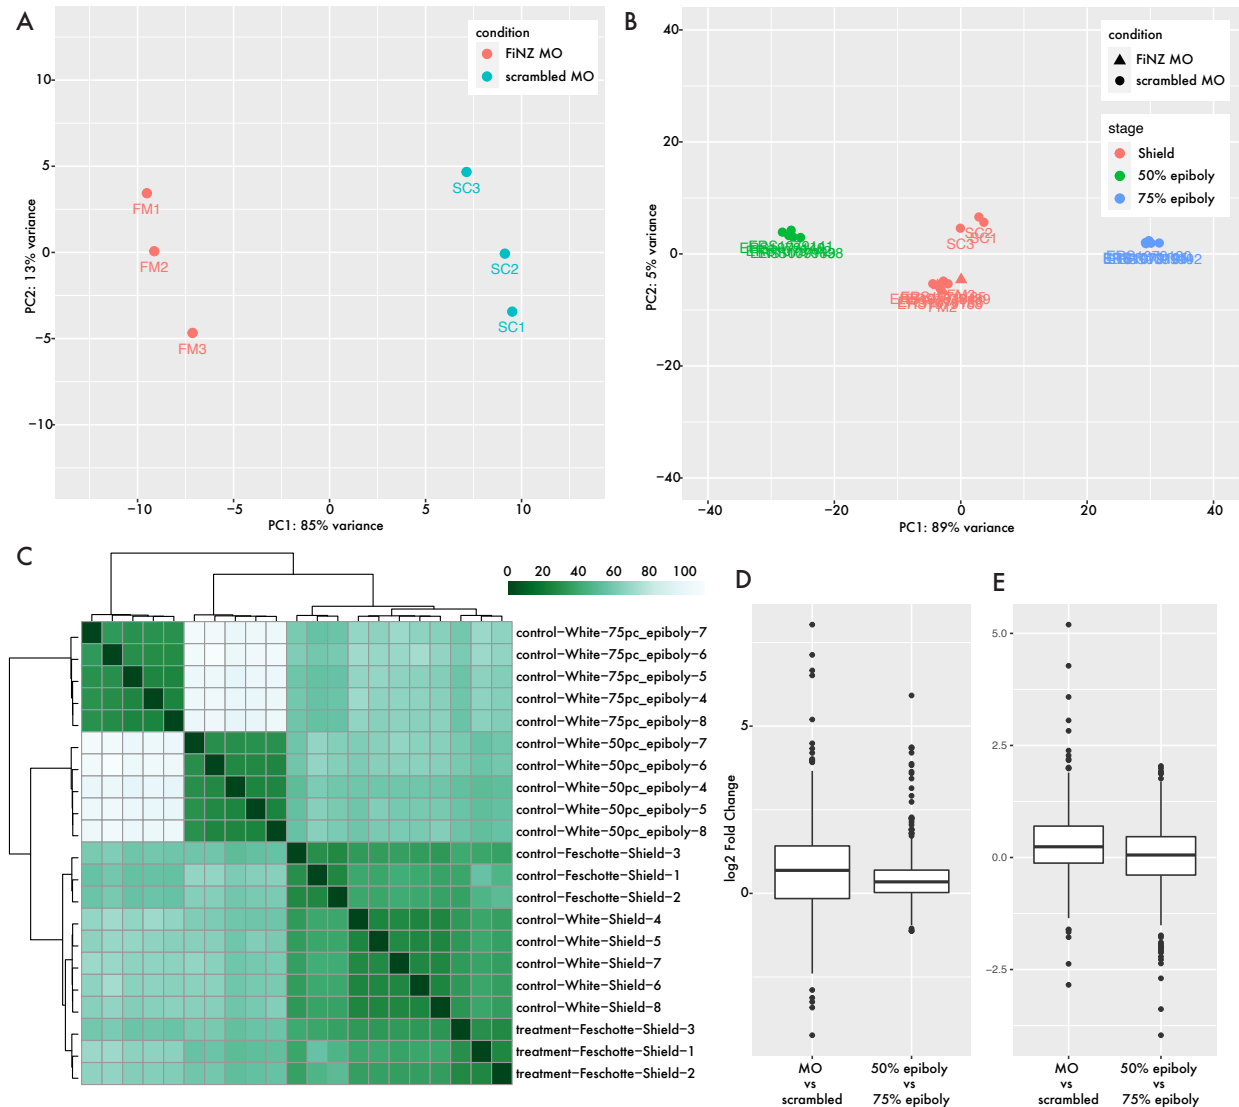

Supplemental Figure 9. Comparison of treatment vs control and between-stage differential gene expression.

A) Principal component analysis showing separation of zebrafish embryo batches treated with FiNZ-targeting Morpholino or scrambled control Morpholinos. B) Principal component analysis using independently (White et al., 2017) collected zebrafish samples from 50% and 75% epiboly stages, demonstrating that the separation between FiNZ Morpholino and scrambled batches is not well explained by differences in embryo staging (i.e. the timing at which different batches were collected). C) Hierarchically clustered heatmap of distances between samples (after variance stabilizing transformation). “White” and “Feschotte” refer to the lab of origin for each sample. D) Boxplot comparing log2 fold-change in expression of FZNFs for Morpholino vs. scrambled and 50% vs. 75% epiboly samples. E) As for D, but observing fold-change LTR family expression. D and E illustrate that the magnitude of changes in expression cannot be explained by stage alone.

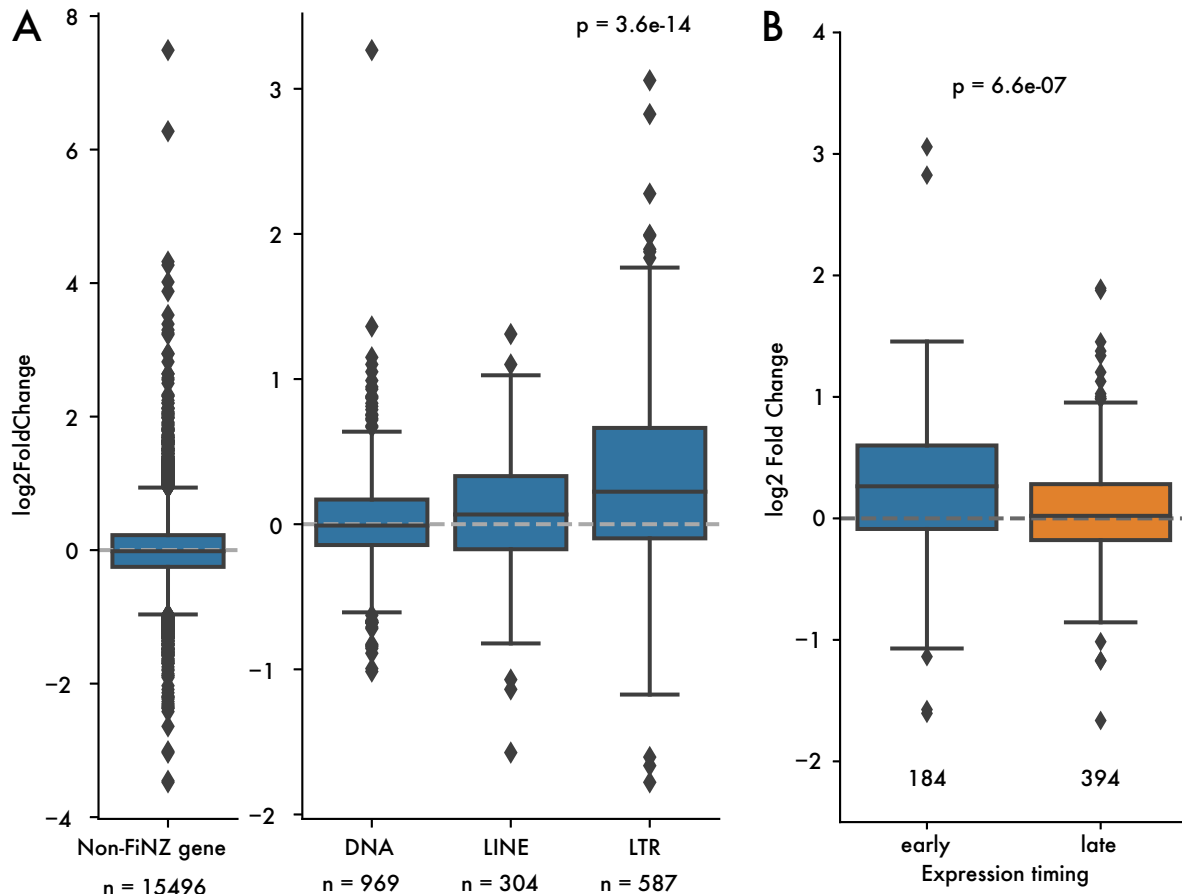

Supplemental Figure 10. Comparison of differences between TE classes and expression stages

A) Log2 fold-change for all non-FiNZ genes, and comparisons between TE classes, demonstrating that LTRs are driving most of the signal for changes in TE expression. B) Log2 fold-change comparison between early and late-expressed TE families, demonstrating that only those families whose expression peaks prior to shield stage (where we collected embryos) have visible changes in expression.

II. Supplemental Data

Supplemental Data 1.

List of genome assemblies and corresponding ZNF/retroelement ORF counts.

Supplemental Data 2.

BED files for automated ZNF, retroelement and olfactory receptor ORFs, GFFs for cyprinid FZNF annotations.

Supplemental Data 3.

ZNF ORF binding specificity predictions and motif enrichment analysis.

Supplemental Data 4.

Results of PAML d_N/d_S analyses

Supplemental Data 5.

Danio rerio FZNF expression summary, based on remapping of White et al 2017 data.

Supplemental Data 6.

Summary of differential expression analysis for FZNF morpholino knock-down.

Supplemental Data 7.

GO-term enrichment analysis for differentially expressed genes following FZNF knock-down.

III. Supplemental Code

Scripts and analyses for genomic analyses are available as Supplemental Code, and at GitHub:

<https://github.com/jonathan-wells/metazoan-znfs>; <https://github.com/jonathan-wells/finz-znf>

IV. References

- Imbeault Michaël, Helleboid Pierre-Yves, and Trono Didier. 2017. KRAB zinc-finger proteins contribute to the evolution of gene regulatory networks. *Nature* **543**: 550-54.
- Jumper J, et al. 2021. Highly accurate protein structure prediction with AlphaFold. *Nature* **596**: 583-89.
- Varadi M, et al. 2022. AlphaFold Protein Structure Database: massively expanding the structural coverage of protein-sequence space with high-accuracy models. *Nucleic Acids Res* **50**: D439-44.
- White Richard J., et al. 2017. A high-resolution mRNA expression time course of embryonic development in zebrafish. *eLife* **6**:

How the deposited data were processed for this re-analysis (not part of the article)

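Zebrafish embryos at shield stage (6 h) were compared after injection of 4.5 ng of the FZNF MO or of a scrambled MO, in 6 poly(A) RNA-seq libraries from 3 pairs of injections. The authors checked reads with FastQC 0.11.9, mapped them to GRCz11 with STAR 2.7.5a in a mode that keeps multimapping reads, and counted them with TEcount from TEtranscripts against Ensembl genes, their FZNF models and annotated TE families, and they tested differences with DESeq2. The values the authors deposited are raw counts per feature, and each was used as deposited, with no count rescaled before the test. All 6 count columns were mapped to a condition and replicate from the labels and the Methods. The Methods describe pairs of injections repeated in triplicate, so the replicate number was read as the injection batch and used as a block. Deviations from the group means were correlated within pairs (r = 0.45, 0.33 and 0.24 for batches 1, 2 and 3) and ranged from -0.32 to 0.06 between libraries of different batches. No 2 libraries differed by as little as sampling noise (chi-square per degree of freedom of 22.2 or more). Each library pools embryos, and the block removes differences in level between injection batches. An edgeR p-value therefore measures how the difference between FZNF MO and scrambled MO varies over the 3 pairs, not the spread between embryos.

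Features were FZNFs (named g and a number), Ensembl genes, TE families and other repeats (satellites and artefacts, not counted as TEs). A gene symbol was found for 28845 of 32099 Ensembl identifiers and not for 3254. The RefSeq gene table of another assembly, GRCz12tu, served only to decide letter case. Low counts were filtered with edgeR's filterByExpr by condition, libraries were scaled by TMM, and the quasi-likelihood test was fitted in edgeR 4.0.16 (R 4.3.3) with batch and condition as terms. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 0.32, the thresholds of the paper. Standard errors were derived from the log2 fold change and the F statistic. Gene lists and TE classes were tested in limma 3.58.1 with camera (preset correlation 0.01, and an estimated one) and fry. With an estimated correlation camera uses only the residual degrees of freedom, few with 6 libraries. A call lost in that version can therefore be lost at a low correlation too. By fry, which asks whether a set moves one way on balance, FZNFs and LTR families each had an adjusted p of 0.233, ribosomal protein genes 0.433 and mesoderm genes 0.244. Odds ratios are from Fisher's exact test. Principal components used log2 CPM with a prior count of 2.

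The design, the thresholds, the 20 gene lists, the rule for named features and the alternatives were fixed before the data were examined. The lists covered apoptosis and the damage response, interferon, heat shock, nodal signalling, the dorsal organizer, ventral and BMP signalling, mesoderm, endoderm, ectoderm, the enveloping layer, the yolk syncytial layer, primordial germ cells, oocyte transcripts, blastula genes that fall in gastrulation, genes that rise in gastrulation, heterochromatin, the cell cycle, ribosomal proteins, mitochondrial genes and histones. The list of ribosomal proteins also holds rps19bp1, and that of histones holds linker histones. Named features were those the paper or Fig. 5B names and the called features with the largest changes, a mean count of at least 50 and the same direction in 3 of 3 pairs (8 higher and 8 lower genes, 6 higher and 3 lower FZNFs, 8 higher and 4 lower TE families), with up to 4 members per list by smallest p. How letter case in symbols counts in this rule was settled after the counts could be read but before the leading genes were looked at.

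Alternatives were the fit with no block, the collection day as the block, RLE factors, TMM factors from non-FZNF genes, DESeq2 1.42.0 on the same features or with its defaults (features with at least 10 counts in total), no count filter, a stricter filter (50 counts in 3 libraries), no fold threshold, other backgrounds for the odds ratios, each pair left out, and each library left out of the fit with no block. Summing the terminal and internal parts of an LTR element was added after the data were seen. The test was tried on simulated counts at the depths of these libraries. In the simulation with changes, 17172 features passed the count filter. Of those that passed, it recovered 48.9% of 94 genes changed by 1 and 75.8% of 95 changed by 2 on the log2 scale. It also recovered 36.7% of 98 LTR families raised by 1. It called 5 unchanged features, and 1 feature when no change was simulated. At this depth and with 3 pairs, changes of that size are often missed. Each feature was drawn independently, with the same change in every batch. Real features can vary together and respond differently by batch, so these few false calls do not measure the false calls among the real features. The outside samples of White et al., the ages of TE families and their timing of expression were not used here. Without a reference genome, the MO target site outside FZNFs and the positions of features were not analysed here. Results for some single genes are not reported here.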

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

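These features were singled out as signals outside the genes and families the paper discusses, by a minimum fold change and a maximum adjusted p that were chosen after the values were seen. amdhd1 had a log2 fold change of 5.86, with counts of 334, 209 and 66 in FZNF MO replicates 1, 2 and 3 against 4, 0 and 5 with the scrambled MO. chsy3 had a log2 fold change of 3.88 (SE 0.45, adjusted p = 4.33e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with counts of 752, 327 and 244 against 17, 18 and 51. The DNA transposon family Ginger1-1_DR had a log2 fold change of 3.24, with counts of 207, 252 and 220 against 33, 25 and 16. Each was higher in 3 of 3 pairs, and each call held without the block and without each pair in turn. No explanation was tested for these features.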

How the results depend on the processing

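Every alternative printed here was set before the data were examined, apart from the summed parts of LTR elements, which was chosen after seeing the data. No setting called a feature in the direction opposite to its call with the block. Of 971 called features, 144 were also called without the replicate block, 39 to 237 without the block and 1 library, 131 with the collection day as the block, 160 without replicate 2, 597 without replicate 1, 919 without replicate 3 and 962 with DESeq2 on the same features. Where a call ended or a direction turned, the cause was not tested, apart from fewer libraries entering the fits that leave some out. Leaving 1 library out of the fit with no block also leaves its batch in 1 group alone. Differences between batches then enter the fold change, so these fits do not measure the stability of the MO effect alone. With 3 pairs and 16306069 to 20567549 counts per library, the number of pairs and the low counts of single features may limit the calls.

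Without the replicate block, 34 genes were higher and 23 lower, 76 FZNFs higher and 1 lower, and 10 TE families higher and 0 lower by edgeR. With the collection day as the block these were 29 and 17 genes, 71 and 2 FZNFs, and 12 and 0 TE families. With no count filter they were 806 and 702 genes, 42 lower FZNFs, and 128 and 32 TE families. RLE factors, the other TMM factors, both DESeq2 fits, the stricter filter and no fold threshold kept these counts within 1.5 times. Without the block or with the collection day as the block no TE family was lower, so the odds ratios for TE, LTR and DNA families were infinite. The same held in most fits that leave out 1 library. For LINE families, with no calls in these fits, the odds ratio had no value. Leaving out the block changed no direction among features called in both fits. Against other TE families the LTR odds ratio was 2.83. The search for the MO target site outside FZNFs was not run.

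Some medians changed sign in several settings, and the LINE odds ratio, 0.956 in the fit with the block, moved above 1. The LINE odds ratio was 2.74 with DESeq2 on the same features, 1.85 with its defaults, 2.09 with no count filter and 2.01 with the stricter filter. The SINE median was 0.0199 without the replicate block, 0.00574 with the collection day, 0.00969 with RLE factors, 0.0300 with TMM factors from non-FZNF genes, 0.00971 and 0.0108 with DESeq2 on the same features and with its defaults, 0.0150 with no count filter and 0.00149 with the stricter filter. The DNA median was 0.0121 with TMM factors from non-FZNF genes and 0.00298 with no count filter. The interferon median was 0.0412 with DESeq2 defaults and 0.0147 with no count filter. With the stricter filter the nodal median was -0.0399 and the yolk syncytial layer median 0.0221. The oocyte median was 0.0119 without the replicate block, 0.000321 with no count filter and 0.0381 with the stricter filter. The blastula median was 0.0362 without the replicate block, 0.0114 with the collection day, 0.00963 with RLE factors, 0.0294 with TMM factors from non-FZNF genes, 0.00934 and 0.0101 with DESeq2 on the same features and with its defaults, 0.0147 with no count filter and 0.00143 with the stricter filter. The cell cycle median was 0.00476 with TMM factors from non-FZNF genes.

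Leaving out each pair, or each library in the fit with no block, gave 8 to 1024 higher and 3 to 820 lower genes, 25 to 189 higher and 0 to 48 lower FZNFs, and 3 to 84 higher and 0 to 49 lower TE families. Where finite, the odds ratio ran from 1.37 to 14.9 for TE families, from 2.36 to 12.5 for LTR and from 0.725 to 3.88 for DNA families. It was infinite in the fits where families of the group were called higher and none lower. The log2 fold change of szl ran from -0.0524 to 1.30. Median log2 fold changes ran from 0.378 to 0.864 for FZNFs, from -0.0617 to 0.150 for all TE families, from 0.115 to 0.236 for RC, from 0.124 to 0.388 for LTR, from -0.0937 to 0.172 for LINE, from -0.101 to 0.0675 for SINE and from -0.0892 to 0.0919 for DNA families. They ran from -0.0925 to 0.217 for apoptosis and the damage response, from -0.311 to 0.223 for interferon, from -0.304 to 0.263 for nodal signalling, from -0.121 to 0.346 for the dorsal organizer and from -0.00825 to 0.234 for ventral and BMP signalling. For endoderm they ran from -0.263 to 0.286, for ectoderm from -0.329 to 0.0949, for the enveloping layer from -0.0357 to 0.104, for the yolk syncytial layer from -0.179 to 0.127 and for primordial germ cells from -0.102 to 0.156. For oocyte transcripts they ran from -0.207 to 0.199, for blastula genes from -0.247 to 0.286, for the cell cycle from -0.107 to 0.0216, for mitochondrial genes from -0.275 to 0.0200 and for histones from -0.319 to 0.0266. The camera call of LTR families ended without the block and FZNF MO replicate 3 (adjusted p = 0.134) and without the block and scrambled MO replicate 1 (adjusted p = 0.123). Outside the main comparisons, 97 single features, lists and classes were tested and 68 of them were called, a selection in which the genes taken from lists were restricted, after the values were seen, to called ones and the first 2 of each of 3 stress lists, which makes the share of calls among the 97 higher. Of these 68 calls, 46 ended without the replicate block, 44 with the collection day as the block, 34 without replicate 2, 16 without replicate 1, 3 without replicate 3, in the fit without the block 35, 52 and 51 without FZNF MO replicates 1, 2 and 3 and 52, 53 and 50 without scrambled MO replicates 1, 2 and 3, 4 with TMM factors from non-FZNF genes, 2 with each DESeq2 fit and 1 each with RLE factors and the stricter filter. Calls gained were 2 with no count filter, 1 without replicate 1 and 3 without replicate 3. In the fit without the block they were 3 without FZNF MO replicate 1 and 1 without scrambled MO replicate 3. Results whose direction turned are not in these counts. DNA families, which passed camera without the block and without FZNF MO replicate 1 with a median turned positive, are therefore left out of them.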

Differences from the paper's values

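For the excess of higher over lower TE families, Fisher's exact test gave p = 1.43e-06, and the paper's value is 6.1e-08. The paper does not name the comparison group of its test, here taken to be the non-FZNF genes, and its calls came from DESeq2. DESeq2 on the same features called 184 FZNFs higher and 31 lower here, the same counts as in the paper's table. None of the alternatives set before the data were examined came within 1.5 times of the paper's p: it was 1.49e-06 with RLE factors, 1.75e-05 with TMM factors from non-FZNF genes, 7.58e-10 with DESeq2 on the same features, 3.41e-08 with DESeq2 defaults, 3.00e-11 with no count filter, 3.59e-08 with the stricter filter and 1.43e-06 with no fold threshold. It was 4.19e-09, 0.0323 and 0.103 without replicates 1, 2 and 3, 6.71e-04 without the block and FZNF MO replicate 1, and 1.53e-04 with FZNFs in the background. The odds ratios themselves, 3.96 and the paper's 3.78, differ by less than 1.5 times.

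For LTR families, Fisher's exact test gave p = 6.58e-07, and the paper's value is 1.2e-08. The stricter filter, set before the data were examined, gave 1.42e-08, the 1 alternative within 1.5 times of the paper's p. The p was 5.80e-07 with RLE factors, 2.09e-05 with TMM factors from non-FZNF genes, 4.33e-11 with DESeq2 on the same features, 6.18e-09 with DESeq2 defaults, 3.66e-10 with no count filter and 6.58e-07 with no fold threshold. It was 3.50e-07, 0.0922 and 6.08e-04 without replicates 1, 2 and 3, 0.00231 without the block and FZNF MO replicate 1, and 0.0987 against other TE families. The odds ratios, 5.49 and the paper's 6.56, differ by less than 1.5 times.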

Other observations

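The test of reads moved between near-identical FZNFs and the sums over parts of LTR elements were chosen after the results were seen. Maternal and germ line transcripts were among the lower genes with the FZNF MO. Of 17 oocyte transcripts, 3 were lower and 1 was higher (the same 3 and 1 when adjusted over the list alone). wee2, a kinase that holds oocytes in meiosis, went from 97.6 ± 16.4 to 31.7 ± 13.3 CPM (SD, n = 3 each), a log2 fold change of -1.69 (SE 0.16, adjusted p = 8.70e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). btg4, which helps to clear maternal mRNA, had a log2 fold change of -1.50 (SE 0.34), the germ line linker histone gene h1m -0.70 (SE 0.12) and the egg coat gene zp2.1 0.90 (SE 0.22). Of 19 genes of primordial germ cells and the piRNA pathway, the RNA-binding factor gene dazl (log2 fold change -1.71, SE 0.25) and h1m were lower, and 1 was higher and 2 lower when adjusted over the list alone. Neither list passed camera (adjusted p = 0.579 and 0.818), and the median of the germ cell list was 0.13 while its mean was -0.09. Without the block the call of wee2 alone remained among these genes, and without replicate 2 those of wee2 and dazl.

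Of 19 genes of heterochromatin and silencing, rcor1, trim33 (log2 fold change 0.61, SE 0.12) and morc3b (0.89, SE 0.21) were higher, 3 also when adjusted over the list alone (camera adjusted p = 0.272). Without the block or without replicate 2 the call of rcor1 alone remained. Of 13 genes that rise in gastrulation, tbx6, aplnrb and msgn1 were lower (3 when adjusted over the list alone; camera adjusted p = 0.153), and all 3 are also on the mesoderm list. This list passed camera without replicate 3 (median -0.34, adjusted p = 0.0393) and without the block and scrambled MO replicate 3 (median -0.41, adjusted p = 0.0103), and both calls were lost when the correlation was estimated (adjusted p = 0.948 and 0.528 with an estimated correlation). Its median was -0.21 with all libraries and ran from -0.414 to -0.0528 when pairs or libraries were left out. Of 15 blastula genes, pou5f3 was higher (2 were higher when adjusted over the list alone). The blastula median was -0.0014, while its mean was 0.080 and camera ranked it upward (adjusted p = 0.818). In the yolk syncytial layer list of 15 genes, gata5 was higher and the apolipoprotein gene apoa1a lower (log2 fold change -0.78, SE 0.19; 1 and 1 when adjusted over the list alone). Of 17 enveloping layer genes edgeR called 0 over all features and 0 when adjusted over the list alone, DESeq2 called 0, and at an unadjusted p under 0.05, 3 were higher and 2 lower. Of the calls in this paragraph, those other than rcor1 ended without the block and without replicate 2.

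The 6 libraries can be split 3 against 3 in 10 ways, too few for a share under 0.05, and 4 of these part all 3 pairs as the real split does. The rest part only 1 pair, so with the block each of them rests on that pair, and each has a twin among them that gives the same fit. For each result 1 of the 10 splits, the real one, gave a result as large. The real split called 365 higher and 349 lower genes, 160 and 25 FZNFs, 58 and 14 TE families, 46 higher LTR families, 21 lower ribosomal protein genes and 4 lower mesoderm genes, and the highest count of the other splits was 0 for each by edgeR. The odds ratios, 3.96 for TE and 5.49 for LTR families, had no value in the other splits. At an unadjusted p under 0.05 the real split had 3499 features and the others 79 to 1494. DESeq2 was not run on the other splits. All 9 other splits leave the effect of the MO in the residual spread, those that part all pairs too, since they turn 1 pair around. This lowers their calls, so their counts of 0 do not measure what chance alone would give.

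Of 518 tested FZNFs, 160 were higher and 25 lower with the FZNF MO, and those the MO is predicted to target were not told apart from the others. A difference in stage as the whole cause is argued against by the slope on stage of 985 non-FZNF genes in the part of Supplemental Data 6 held here, which predicts a shift of 0.0191 (95% bootstrap interval 0.00330 to 0.0342) for FZNFs, below a bound of 0.157. In the paper's table the median log2 fold change of FZNFs with stage is -0.30, and their changes with the MO correlate with it (r = -0.26 and rho = -0.20 over 516 FZNFs, beside r = -0.10 and rho = -0.16 over the other genes, a difference that was not tested, across genes, which are not independent), so a younger FZNF MO group would raise them, and a part of the rise from stage stays open. Reads moved between near-identical FZNFs would leave their summed share unchanged, but its log2 ratio was at least 0.585 in each pair. Slower decay of MO-bound transcripts and loss of repression by FZNF proteins, both raised by the paper, stay open as candidate explanations and were not tested.

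LTR families were higher in 3 of 3 pairs by their median. Counting the parts of one element as separate families is argued against by the odds ratio with parts summed, 6.18 (95% interval 2.56 to 18.1). With TMM factors from non-FZNF genes the median log2 fold change was 0.264, above that with factors over all features. Most tested features are such genes, so the factors changed little. This comparison could therefore not show whether scaling of the libraries plays a part. A scaling factor moves all features of a library alike, so it does not set LTR families apart from DNA families (median 0.012 with the same factors). Off-target effects of the MO, GC content and length were not tested. Derepression after FZNF loss may account for the pattern, as a hypothesis that these 3 pairs do not settle.

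The median log2 ratio of ribosomal protein genes was -0.63 in batch 1, -0.61 in batch 2 and -0.0364 in batch 3. With TMM factors from non-FZNF genes the median log2 fold change was -0.391. These factors differ little from those over all features, so this could not show whether scaling of the libraries plays a part. Each batch and each day holds both groups, so a difference between batches or days does not itself give these ratios within a batch. Whether the response differs by batch or by day cannot be told apart, since batches 1 and 2 share a day and batch 3 alone has the other. These genes vary together (estimated correlation 0.879), so 82 genes give far less than 82 independent observations.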
